# Germ‐free and microbiota‐associated mice yield small intestinal epithelial organoids with equivalent and robust transcriptome/proteome expression phenotypes

**DOI:** 10.1111/cmi.13191

**Published:** 2020-03-04

**Authors:** Annika Hausmann, Giancarlo Russo, Jonas Grossmann, Mirjam Zünd, Gerald Schwank, Ruedi Aebersold, Yansheng Liu, Mikael E. Sellin, Wolf‐Dietrich Hardt

**Keywords:** inflammasome, microbiota, organoids

## Abstract

Intestinal epithelial organoids established from gut tissue have become a widely used research tool. However, it remains unclear how environmental cues, divergent microbiota composition and other sources of variation before, during and after establishment confound organoid properties, and how these properties relate to the original tissue. While environmental influences cannot be easily addressed in human organoids, mice offer a controlled assay‐system. Here, we probed the effect of donor microbiota differences, previously identified as a confounding factor in murine in vivo studies, on organoids. We analysed the proteomes and transcriptomes of primary organoid cultures established from two colonised and one germ‐free mouse colony of C57BL/6J genetic background, and compared them to their tissue of origin and commonly used cell lines. While an imprint of microbiota‐exposure was observed on the proteome of epithelial samples, the long‐term global impact of donor microbiota on organoid expression patterns was negligible. Instead, stochastic culture‐to‐culture differences accounted for a moderate variability between independently established organoids. Integration of transcriptome and proteome datasets revealed an organoid‐typic expression signature comprising 14 transcripts and 10 proteins that distinguished organoids across all donors from murine epithelial cell lines and fibroblasts and closely mimicked expression patterns in the gut epithelium. This included the inflammasome components ASC, *Naip1‐6*, *Nlrc4* and *Caspase‐1*, which were highly expressed in all organoids compared to the reference cell line m‐IC_c12_ or mouse embryonic fibroblasts. Taken together, these results reveal that the donor microbiota has little effect on the organoid phenotype and suggest that organoids represent a more suitable culture model than immortalised cell lines, in particular for studies of intestinal epithelial inflammasomes.

## 1 INTRODUCTION

Epithelia constitute essential barriers that protect the inner organs of the body, facilitate uptake and secretion and coordinate immune responses (Allaire et al., 2018). Consequently, their biology has received significant attention. Due to the difficulty of keeping primary epithelial cells in culture, mechanistic studies of epithelial cell biology and physiology have traditionally relied on epithelial cell lines—transformed cultures established from carcinomas or produced by introducing oncogenes (Bens et al., 1996; Fogh & Trempe, 1975; Fogh, Wright, & Loveless, 1977; Scherer, Syverton, & Gey, 1953). Cell lines are easy to grow, can be maintained in culture indefinitely and allow flexible genetic and pharmacological manipulation. However, the transferability of results to the in vivo scenario is often limited (Antoni, Burckel, Josset, & Noel, 2015; Ben‐David et al., 2018; Niepel et al., 2019). This can be explained by poor mimicking of the complexity and interconnectedness inherent to epithelia in vivo (Antoni et al., 2015), the disruptive effects of cellular transformation and the gradual accumulation of genetic anomalies during prolonged culture (Ben‐David et al., 2018; Foulke‐Abel et al., 2014; Liu et al., 2019). Therefore, new, more stable and possibly more representative experimental models are needed.

Gut epithelial organoids offer an attractive alternative. Protocols for culturing and differentiation of primary blood‐derived cell types have existed for decades (Sallusto & Lanzavecchia, 1994; Stone & Takemoto, 1970). More recently, the cumulative knowledge of the signals that maintain stem cells, drive epithelial cell growth and promote differentiation has allowed analogous protocols to be developed for epithelia from humans and mice. This progress has been driven by studies of the gut stem cell niche (Sato et al., 2009; Sato & Clevers, 2013; Stappenbeck & Virgin, 2016). Embedding of extracted intestinal epithelial stem cells in a matrix overlaid with a growth factor‐enriched culture medium (containing, e.g., Wnt, Noggin, EGF, R‐spondin; Sato et al., 2011; Sato & Clevers, 2013) results in the outgrowth of three‐dimensional primary epithelial structures—so called intestinal epithelial organoids (hereafter simply referred to as “organoids”). These organoids comprise a single layer of epithelial cells, with their apical side oriented towards a central lumen, while the basal side faces the extracellular matrix. In further similarity to the intact gut, organoids feature crypt invaginations harbouring the stem cell compartment (Sato & Clevers, 2013). These stem cells divide and give rise to epithelial cell precursors, which differentiate into paneth cells, enteroendocrine cells, goblet cells and enterocytes, hence recapitulating much of the complexity of co‐existing cell types in the gut mucosa (Foulke‐Abel et al., 2014; Sato et al., 2011). For these reasons, organoids have since their conception become a widely used and realistic model to study the role of intestinal epithelial cells in, for example, gut physiology (Almeqdadi, Mana, Roper, & Yilmaz, 2019; Gunasekara et al., 2018; Williamson et al., 2018), cancer biology (Drost et al., 2015; Tuveson & Clevers, 2019), pharmacology (Takahashi, 2019; Walsh, Cook, Sanders, Arteaga, & Skala, 2016) and infectious disease (Co et al., 2019; Foulke‐Abel et al., 2014; Hausmann & Hardt, 2019; Sun, 2017; Zhang, Wu, Xia, & Sun, 2014). It appears conceivable that organoids over time will replace traditional cell lines as the main tissue culture model of choice for mechanistic studies. However, it has remained unclear if the donor gut environment, in particular microbiota exposure, affects the organoid phenotype. These factors are difficult to control in organoids derived from human donors. To address the influence of the donor microbiota on organoid cultures, we have here compared organoids from well‐controlled colonies of genetically identical mice, either germ‐free or colonised with two different microbiotas.

The role of previous microbiota exposure on organoid cultures is particularly interesting, as the gut epithelium is constantly exposed to signals from environmental substances and intestinal microbes (Allaire et al., 2018). The microbiota can profoundly impact diverse aspects of epithelial physiology, including autophagy, mucus production and antimicrobial defence mechanisms (Benjamin, Sumpter, Levine, & Hooper, 2013; Chen et al., 2018; Jakobsson et al., 2015). Certain microbiota members even influence intestinal epithelial stem cell numbers and their proliferative capacity in vivo (Lee et al., 2018; Pan et al., 2018; Reedy, Luo, Neish, & Jones, 2019; Savage, Siegel, Snellen, & Whitt, 1981; Sommer & Bäckhed, 2016; Stecher et al., 2006). As a result, the non‐equal microbiota composition between separately kept mouse lines represents a major confounding factor in studies of how host genetics affect gut physiology and disease (Hausmann & Hardt, 2019; Mamantopoulos et al., 2017; Mamantopoulos, Ronchi, McCoy, & Wullaert, 2018; Robertson et al., 2019; Stappenbeck & Virgin, 2016). Especially in the fields of gut inflammation and infection biology, the necessity for littermate‐controlled in vivo experiments to normalise for such microbiota effects has become pressingly evident (Mamantopoulos et al., 2018).

The stem cell‐containing crypts that make up the starting‐material for intestinal epithelial organoids derive directly from this complex in vivo niche (Sato & Clevers, 2013). This raises the question whether environmental/microbial stimuli within the donor animal impact the long‐term phenotype of established organoid cultures, for example, by epigenetic mechanisms (Foster & Medzhitov, 2009) and whether experiments in genetically modified murine organoids require wild‐type littermate‐derived control organoid cultures. Moreover, the organoid establishment procedure itself might impose bottlenecks and promote drifts between independently generated cultures that could affect the long‐term phenotype. Hence, the impact of in vivo environmental factors, the amplitude and causes of organoid culture variability and the possible implications for experimental reproducibility remain poorly understood. This complicates the interpretation and comparability of results obtained in this emerging tissue culture model.

To assess reproducibility, faithful recapitulation of responses to relevant biological stimuli and stability towards confounding factors, we generated multiple independent organoid cultures from intestinal epithelial crypts of genetically identical mice housed in two distinct specific pathogen‐free (SPF) facilities and one germ‐free (GF) facility. By combining proteomics and transcriptomics, we compared the global expression profiles of the organoid cultures among each other, to their tissue of origin, and to widely used epithelial cell line and fibroblast models. Strikingly, organoids established from germ‐free or colonised mice exhibited basal expression profiles that co‐cluster together, rather than forming separate subgroups. Instead, the modest variability in expression between organoid cultures could be traced to stochastic sources during establishment and in‐culture maintenance. Also, the specific expression program induced by a defined stimulus—low‐dose TNF—appeared similar between organoid cultures from germ‐free and colonised animals, but differed markedly from TNF‐induced changes in a transformed intestinal epithelial cell line. Finally, our work uncovered an organoid expression signature that highlights significant expression of inflammasome signalling components in the primary intestinal epithelium, which is not detectable in commonly used cell lines.

## 2 RESULTS

### 2.1 Proteome profiles of independently established organoid cultures reveal a limited impact of the donor's microbiota

A tissue culture model should ideally exhibit limited variability and recapitulate the properties of the corresponding in vivo tissue. We have focused on murine intestinal epithelial organoids, as these provide an easily accessible system which allows precise control for impacts of the microbiota and the genetic background of the host, in contrast to human material. Using this system, we assessed reproducibility from genetically identical animals with the same life history, reared in the presence or the absence of a microbiota. Proteins carry most cellular functions and are tightly associated to specific phenotypes (Aebersold & Mann, 2016). Thus, as a start, we used proteome profiling to systematically probe the main sources of variability among intestinal epithelial organoid cultures and to address the relatedness of organoids to the gut epithelium.

To assess the effects of different microbiota exposures, we chose C57BL/6J wild‐type mice which were bred in parallel for >2 years (>10 generations) in two separate SPF facilities featuring two different microbiotas (SR and SE), and one germ‐free facility (GF). Organoid cultures were established from the jejunum of three 8–12 weeks old cohoused male littermate mice from each facility. During organoid establishment, samples corresponding to whole intestinal tissue (distal jejunum; contains epithelium, lamina propria and submucosa) (Tissue) and the isolated epithelial fraction (Epithelium) were also collected (Figure S1, Supporting Information). To avoid batch‐to‐batch medium variation, all organoid cultures were maintained using commercially available reagents (see section 4) purchased in bulk. Organoid cultures were grown to purity, cryopreserved in liquid nitrogen, revived and grown to passage 5–8 before sample collection (Organoid, see section 4). This sample set allowed us to probe the relatedness between primary intestinal epithelial cells and the corresponding organoids, and to assess the source(s) of inter‐sample variability in the absence of genetic diversity. As reference samples, we employed an immortalised murine small intestinal epithelial cell line (m‐IC_c12_; Bens et al., 1996). Mouse embryonic fibroblasts (MEF; C57BL/6 mesodermal origin) were chosen as an outgroup representing primary cells from a different mouse organ. Using SWATH mass spectrometry (SWATH‐MS; Aebersold & Mann, 2016; Gillet et al., 2012; Liu et al., 2015, 2019; Williams et al., 2016), a proteomic data acquisition method that generates highly reproducible datasets between multiple samples, randomised sample processing and downstream analysis in OpenSWATH (Röst et al., 2014, 2016), we were able to reproducibly quantify 3,653 Swissprot murine proteins (i.e., 3,331 unique proteins matching to the transcriptomics data below) across the entire sample set. Analysis of technical SWATH‐MS replicates confirmed a minimal variability stemming from the proteomics procedure itself (average Pearson correlation between technical replicates: 0.999).

Input from luminal microbiota, ingested chemicals and food particles may have profound effects on epithelial cell physiology and may imprint long‐lasting characteristics, for example, by epigenetic processes (Allaire et al., 2018; Lotz et al., 2006; Pan et al., 2018). We addressed whether such environmental conditions at the site‐of‐origin affected global proteome profiles within the sample set. In the unsupervised clustering, all three epithelium samples from the germ‐free facility (Epithelium_GF_I‐III) co‐clustered in a separate subgroup from the epithelium samples of the six SPF facility mice (Epithelium_SR_I‐III, _SE_I‐III) (Figure 1a). While the distances were small, these results are consistent with some impact of microbiota and/or other environmental stimuli on global epithelial cell protein expression within the gut. In contrast, the corresponding organoid samples (Organoid_GF_I‐III, _SR_I‐III and _SE_I‐III) were found to cluster essentially at random among each other (Figure 1a). Hence, source(s) of variation during establishment, cryopreservation, thawing, or continuous passaging appear to overshadow any impact of in vivo environment memory on the quantitative organoid proteome profiles.

**Figure 1:**
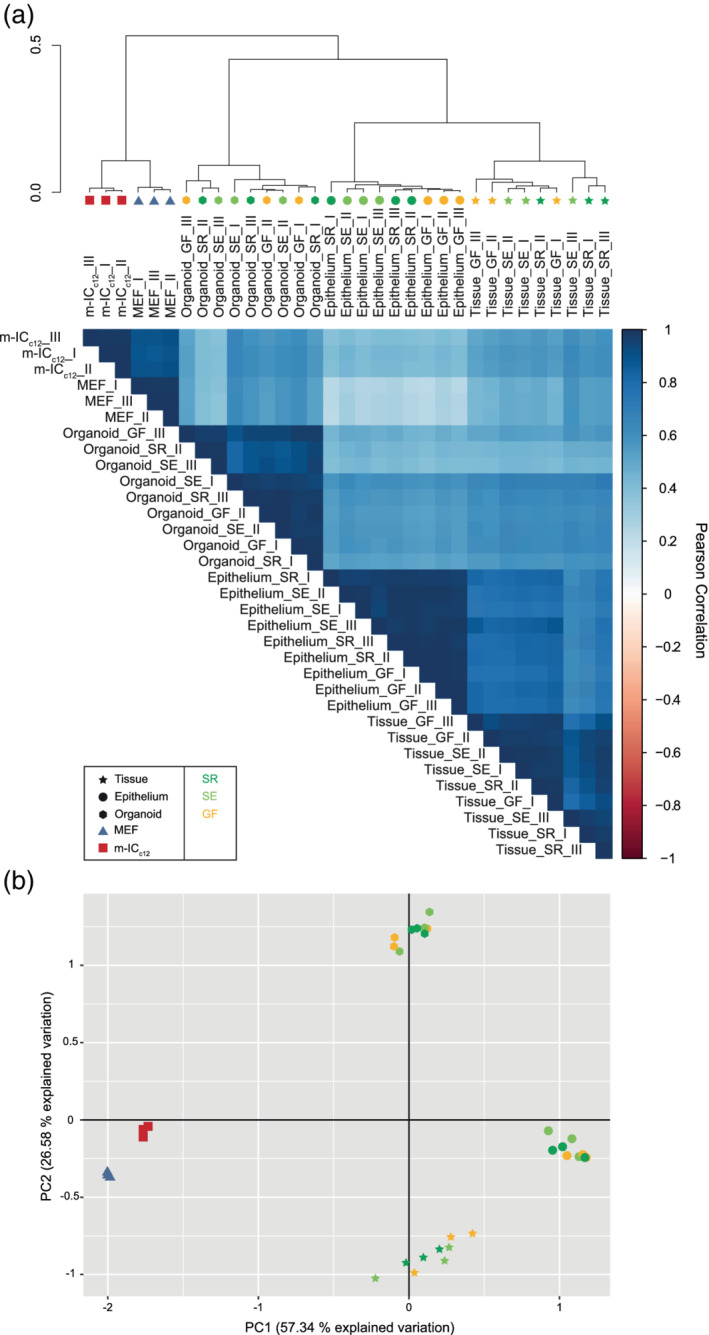
Donor microbiota minimally impacts the global protein expression pattern of small intestinal epithelial organoid cultures. (a) Unsupervised hierarchical clustering analysis of the proteome data set including tissue (Tissue_I‐III, star symbol), epithelial cell‐enriched fraction (Epithelium_I‐III, circle symbol) and organoid (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEF (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples. Correlation matrix depicts Pearson correlation values between indicated samples. (b) Principal component analysis of the proteome data set as described in (a)

Furthermore, the unsupervised clustering of the entire SWATH‐MS data set revealed that the organoid samples clustered together with the epithelium (average Pearson correlation: .527) and gut tissue sample groups (average Pearson correlation .595) (Figure 1a). The m‐IC_c12_ epithelial cell line sample group clustered further away in the dendrogram, and in fact was placed closer to the cultured MEFs than to either the organoid or epithelium sample groups (Figure 1a). Unsupervised clustering based on the top 100 proteins (as ranked by variance across all samples) instead of all proteins resulted in essentially identical results (Figure S2A). Moreover, a principal component analysis of the proteomes placed the organoid, the epithelium cell preparation (enriched for epithelial cells, see section 4 for details) and tissue samples in proximity to each other along the main principal component (PC) 1 axis of variation, with the m‐IC_c12_ and MEF samples at the opposing end of the axis (PC1 accounting for 57.34% of the variation, Figures 1b and S2B). The PC2 axis clearly resolved the organoid group from both epithelium and tissue (PC2 explaining 26.58% of the variation, Figures 1b and S2B). Hence, we conclude that stable small intestinal epithelial organoid cultures exhibit a distinct proteome profile, which shows appreciable similarity to the gut epithelium in vivo, and is largely unaffected by the gut microbiota of the tissue donor.

To gauge the level of experimental noise, we next assessed the variability in protein expression between replicates within each sample group (measured as dispersion coefficient; i.e., standard deviation divided by the mean, in percent). As expected, the two reference cell lines (m‐IC_c12_ and MEF) displayed a low variability between replicate samples (disp. coeff. of 13.27% and 11.77%, respectively; Table 1). A somewhat higher variability was noted across biological replicates within the tissue (disp. coeff. 19.73%) and epithelium (disp. coeff. 19.70%) sample groups. By comparison, the variability within the organoid sample group was lower than within the epithelial and tissue sample groups (disp. coeff. 16.12%; Table 1). Two of the organoid subgroups even displayed a variability close to the one of the m‐IC_c12_ sample group (disp. coeff. Organoid_SR 13.58%; Organoid_SE 17.08%; Organoid_GF 14.93%; Tables 1 and 2). Considering that each organoid sample stems from a unique establishment, cryopreservation, revival and ~3–4 additional weeks in separate culture, this degree of variability can be considered modest, and close to the variability noted for homogenous cell line cultures (m‐IC_c12_ and MEF). Moreover, the variability within the tissue and epithelium samples is higher than within the organoid sample group, indicating that environmental cues influencing mouse‐to‐mouse variations may be partially eliminated in culture.

**Table 1:** Dispersion coefficient of the different sample groups

Group	Dispersion coefficient (%)
Organoid	16.12
Tissue	19.73
Epithelium	19.70
m‐IC_c12_	13.27
MEF	11.77

**Table 2:** Dispersion coefficient of the different organoid groups

Group	Dispersion coefficient (%)
Organoid_SR	13.58
Organoid_SE	17.08
Organoid_GF	14.93

Taken together, we conclude (a) that murine small intestinal epithelial organoids exhibit a distinct proteome profile; (b) which resembles that of the in vivo epithelium more closely than an immortalised epithelial cell line; (c) that in vivo environmental factors including previous exposure to microbiota in the murine gut have a negligible impact on the global proteome of organoids; and (d) that the inter‐sample variability between independent organoid cultures is only modestly higher than for commonly used cell lines.

### 2.2 Contrasting stochastic organoid culture variation to the impact of a physiological stimulus

In a next step, we sought to contrast the stochastic variation between independently established organoid cultures to the impact of a subtle physiological stimulus. For this purpose, we stimulated organoids with the cytokine tumour necrosis factor (TNF) (5 ng/mL, 8 hr), known to induce a defined gene expression program in epithelial cells. Notably, we chose a low TNF concentration which would induce a distinct pro‐inflammatory response rather than cell death (Janes et al., 2006; Vlantis et al., 2016). This treatment led to the significant up‐ or down‐regulation of 15 proteins in the organoid sample group, including upregulation of typical marker proteins such as Nfkb2 (Mukherjee et al., 2017; Figure S3A and Table S1).

Again, the global unsupervised clustering was used to assess the relative impact of stochastic culture‐to‐culture variability and TNF‐induced changes. Notably, TNF‐treated organoid samples (_T) clustered among the untreated samples instead of forming a separate subgroup in the dendrogram (Figure 2a). A principal component analysis similarly revealed that all 18 organoid samples, irrespective of TNF‐treatment, formed one mixed group placed at the opposing end of the PC1 axis from the m‐IC_c12_ and MEF reference samples (Figure 2b). These data suggest a larger impact of stochastic or sample‐to‐sample variability (as shown in Figure 1a,b), than of subtle TNF stimulation upon the entire organoid proteome (Figure 2a,b).

**Figure 2:**
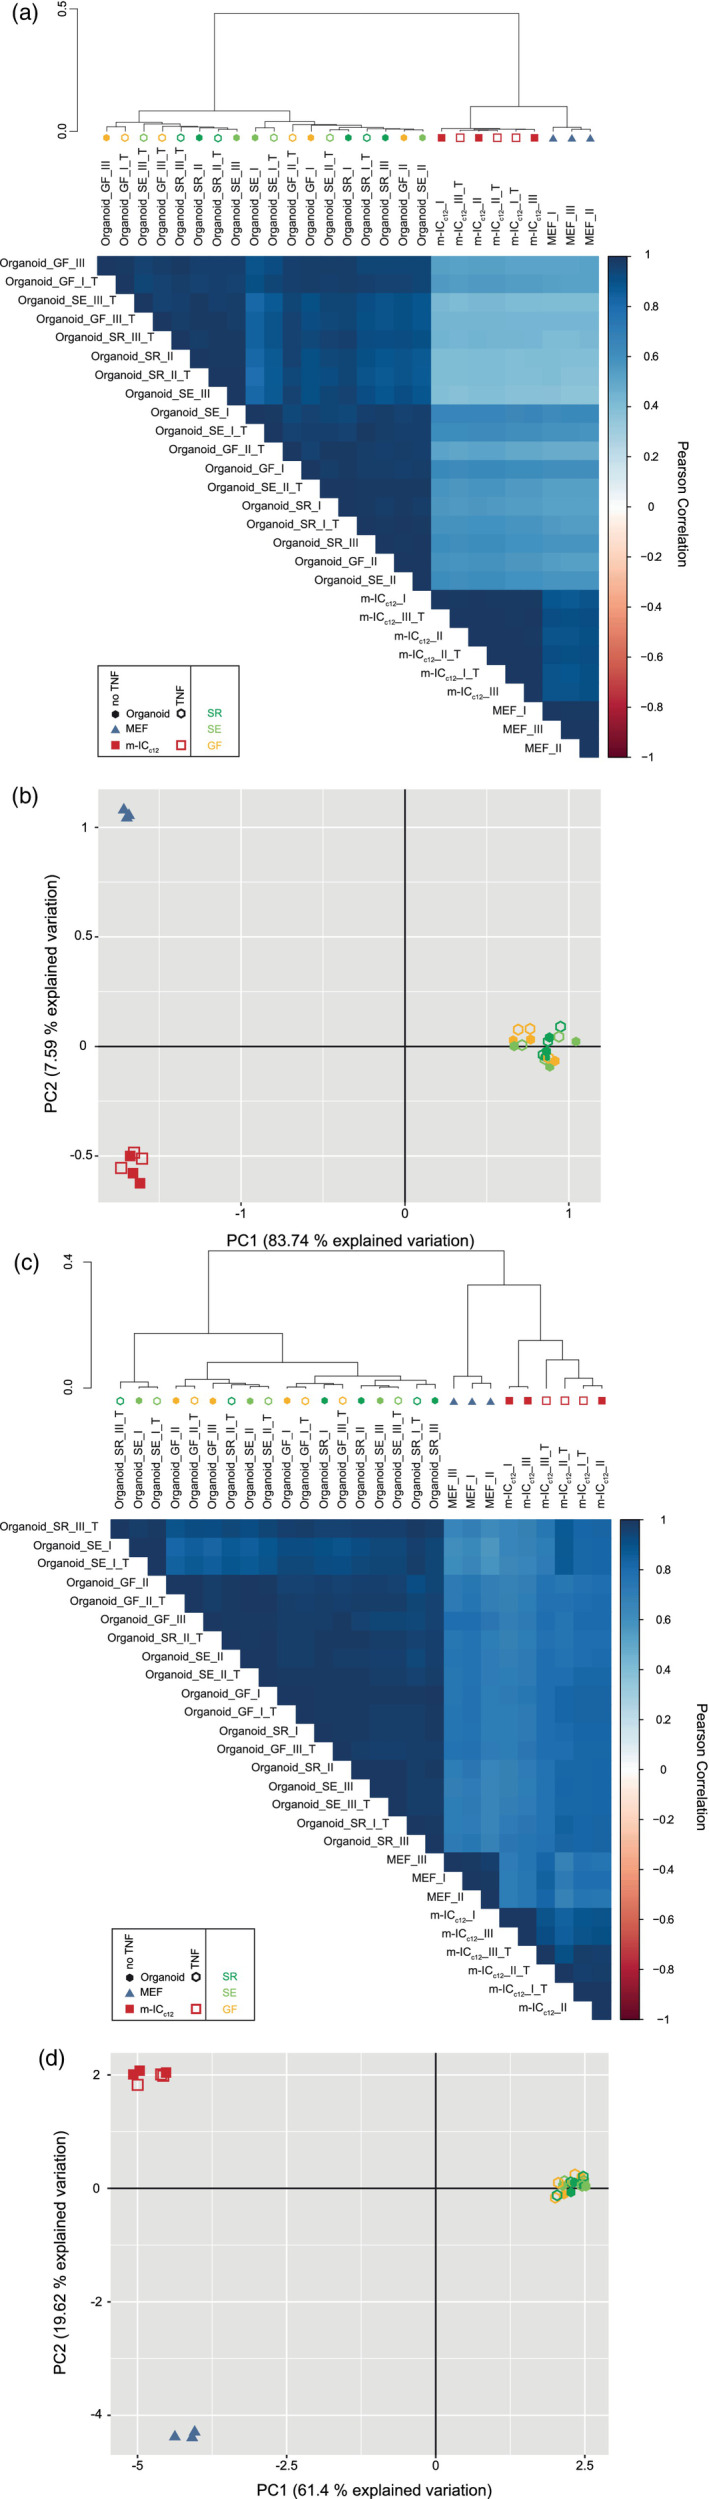
Stochastic variability between separate organoid cultures has a stronger impact on global gene expression than a defined, physiological stimulus. (a) Unsupervised hierarchical clustering analysis of the proteome data set including untreated (closed symbols) and TNF‐treated (5 ng/mL, 8 hr; open symbols;_T) organoid (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEF (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples. Correlation matrix depicts Pearson correlation values between indicated samples. (b) Principal component analysis of the proteome data set as described in (a). (c) Unsupervised hierarchical clustering analysis of the transcriptome data set for the samples described in (a). (d) Principal component analysis of the transcriptome data set as described in (c)

To complement the proteome data, an identical analysis was also conducted at the transcriptomic level by Illumina HiSeq 4,000 sequencing (Figure 2c,d), which has a higher sensitivity for low‐abundance targets. We detected and mapped on average 4.26 × 10^7^ reads per sample. 

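The transcriptome data comprised 27 libraries sequenced as single-end reads. Organoid cultures of the jejunum came from 9 mice, 3 from the SPF facility SR, 3 from the SPF facility SE and 3 from the germ-free facility GF. Each culture gave 1 library labelled untreated and 1 labelled TNF-treated (5 ng/mL, 8 hr). The same pair of libraries was made from each of 3 cultures of m-ICc12 cells, an immortalised mouse small intestinal epithelial cell line. Untreated mouse embryonic fibroblasts (MEFs) gave 3 libraries. The authors trimmed the reads, aligned them to the mouse genome build GRCm38 with STAR and counted them per gene with GenomicRanges. The deposited values are these counts, without normalization, for 22524 genes, of which 21375 are protein coding in GENCODE vM21.

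The reads counted on genes ranged from 18081246 to 29939615 (median 27323438) in the SR libraries labelled untreated and from 25730686 to 34826223 (median 33519159) in those labelled TNF-treated. They ranged from 25492370 to 30340478 (median 27176963) and from 11440041 to 31222456 (median 26970130) in the SE libraries with these labels, and from 22898411 to 31385204 (median 30339856) and from 20786008 to 35283218 (median 31707594) in the GF libraries. The m-ICc12 libraries labelled untreated had 32567372 to 43843615 counts (median 39238907) and those labelled TNF-treated 6071103 to 36135139 (median 20305584), and the MEF libraries had 25187095 to 41721039 (median 39187791). The mean over the 27 libraries was 28841509 counts on genes, while the paper's average per sample refers to mapped reads, and the values reported here use the counts on genes. At these totals a detection floor of 3 counts corresponds to 0.0684 to 0.494 CPM, depending on the library, which covers counting error only.

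The counts were normalized with edgeR's TMM method and compared with edgeR's quasi-likelihood F-test, with a standard error of each log2 fold change taken from that test. A gene was above background with at least 10 counts in at least 50% of the samples of one group, and passed the paper's thresholds with an unadjusted p of at most 0.05 and a log2 fold change of at least 0.5 in either direction. The number of genes with a Benjamini-Hochberg adjusted p under 0.05 is given beside that number. The treatment of each library was taken from its label, and the direction of each TNF comparison is given by label.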

TNF treatment induced significant up‐ or down‐regulation of 316 out of 15,698 total transcripts (Figure S3b and Table S2). 

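Over the 12104 genes above background, the 9 organoid libraries labelled TNF-treated were compared with the 9 labelled untreated. In edgeR's quasi-likelihood F-test, 352 genes (2.91% of those tested) passed the paper's thresholds, with 83 higher and 269 lower in the libraries labelled TNF-treated. An adjusted p under 0.05 was reached by 168 genes, 15 higher and 153 lower, and 139 of these 168 changed in the same direction in all 9 cultures. In the paper's Table S2, 245 of the 316 transcripts have a positive and 71 a negative log2 ratio. Of these transcripts, 310 were found by symbol among the 352 genes, all 310 with the opposite sign by label. When each culture was left out in turn, between 351 and 387 genes passed the thresholds, of which 278 to 308 were shared with the 352 genes. The filter on low counts moved the number most, since 1488 genes passed, 609 higher and 879 lower, when all genes with at least 1 count were tested.

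The deviations of the libraries from the mean of their treatment correlated with r = 0.153 on average between the 2 libraries of a culture, with 0.0684 as the lowest and 0.266 as the highest of the 9 cultures, and with r = −0.0182 on average between libraries of different cultures. With the culture as a block in the fit, 399 genes passed the thresholds, 137 higher and 262 lower, of which 293 were shared with the fit without the block. In this fit, 397 genes had an adjusted p under 0.05, 137 higher and 260 lower, and 163 of these were shared with the 168 genes without the block.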

Among these are previously described TNF‐target genes, including *Nfkb2*, *Tnfaip3*, *C3* and *Relb* (Mukherjee et al., 2017; Sheerin, Zhou, Adler, & Sacks, 1997; Vlantis et al., 2016; Zhao et al., 2015). 

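Nfkb2 (ENSMUSG00000025225) lies on chromosome 19 of GRCm38 from 46304320 to 46312385. Its expression was 114 ± 18.2 CPM (SD, n = 9) in the organoid libraries labelled untreated and 33.0 ± 5.64 CPM (SD, n = 9) in those labelled TNF-treated, a log2 fold change of −1.79 (standard error 0.11, adjusted p = 1.3e-11 from edgeR's quasi-likelihood F-test). Tnfaip3 (ENSMUSG00000019850, chromosome 10 from 19000910 to 19015657) was at 52.4 ± 5.72 and 18.1 ± 3.56 CPM (SD, n = 9 each), a log2 fold change of −1.54 (standard error 0.12, adjusted p = 3.5e-09 from the same edgeR test). C3 (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136) varied most between cultures, with 66.0 ± 69.6 and 0.534 ± 0.359 CPM (SD, n = 9 each), and its log2 fold change was −7.05 (standard error 0.49, adjusted p = 1.5e-10, edgeR). Its spread under the label untreated rests largely on culture Z908, at 247 CPM, against 20.1 to 69.9 CPM in the other cultures. That library also held the liver gene Alb at 597.2 CPM, and liver RNA was not tested as a source of its C3. MEF replicate 2 held Alb as well, at 54.5 CPM, and had C3 at 15.5 CPM, against 1.33 and 1.76 CPM in the other MEF libraries. Relb (ENSMUSG00000002983, chromosome 7 from 19606217 to 19629438) was at 94.8 ± 11.7 and 33.9 ± 9.48 CPM (SD, n = 9 each), a log2 fold change of −1.49 (standard error 0.13, adjusted p = 2.9e-08, edgeR). With the culture as a block, for which the paired libraries deviated together with a mean r of 0.153, the log2 fold changes of these 4 genes were −1.79, −1.56, −6.88 and −1.53.

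In each of the 9 cultures, all 4 genes were lower in the library labelled TNF-treated, whereas Table S2 of the paper lists them with positive log2 ratios. These targets therefore go against the labels, and no direction of the TNF comparisons is stated other than by label. The 10 genes with the smallest p among those changed in the same direction in all cultures were Nfkbia, Mreg, Cyba, Nfkb2, C3, Clca3b, Tnfaip3, Casp4, Relb and Tmem176b. All 10 were lower in the libraries labelled TNF-treated, with log2 fold changes from −7.05 to −1.16. The smallest adjusted p was that of Nfkbia (ENSMUSG00000021025, chromosome 12 from 55489410 to 55492647), at 6.4e-17 in the same edgeR test, with a log2 fold change of −2.66 (standard error 0.10).

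**Figure D1:**
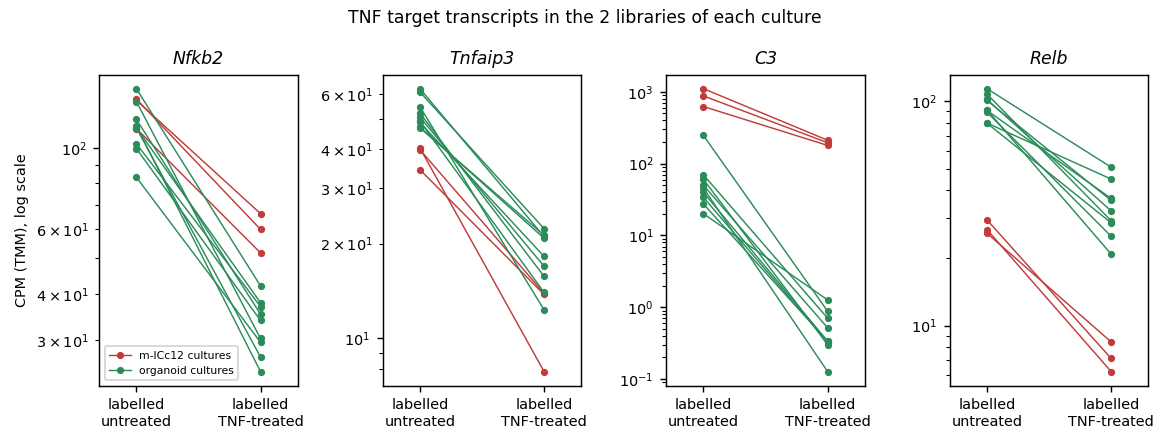
Expression of Nfkb2, Tnfaip3, C3 and Relb in CPM after TMM normalization, on a log scale, in the libraries labelled untreated (left of each panel) and labelled TNF-treated (right). Each line joins the 2 libraries of 1 culture, for the 9 organoid cultures (green) and the 3 m-ICc12 cultures (red), and all 12 lines fall in each panel.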

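The 27 libraries were compared by the log2 CPM (prior count 2) of the 14132 genes above background. In the principal component analysis of the centred values, PC1 held 61.4% and PC2 17.2% of the variance. On PC1 the 18 organoid libraries had scores from −113 to −91.2, the 6 m-ICc12 libraries from 202 to 224 and the 3 MEF libraries from 200 to 203. PC2 separated the MEFs, with scores from 192 to 196, from the m-ICc12 libraries, with −98.2 to −86.0, and the organoid libraries lay between them, from −7.72 to 7.45. The share of PC1 moved most when the analysis was restricted to the 100 genes with the highest variance. Pearson's r across genes, which are not independent replicates, lay between 0.915 and 0.975 for pairs of organoid libraries, between 0.662 and 0.710 for organoid with m-ICc12 libraries, between 0.5996 and 0.657 for organoid with MEF libraries, and between 0.765 and 0.789 for m-ICc12 with MEF libraries. Its mean was 0.955 for the 2 libraries of an organoid culture and 0.950 for organoid libraries of different cultures.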

Again, neither unsupervised clustering nor a principle component analysis of the whole transcriptomes resolved the TNF‐treated organoid samples from the untreated sample group (Figure 2c,d). 

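The nearest library of each organoid library labelled TNF-treated was the one with the highest Pearson correlation of log2 CPM among all other libraries. For 1 of the 9 cultures, the SE culture Z912, this was the library labelled untreated of the same culture, with r = 0.975. For the other 8 cultures it was the library labelled TNF-treated of Z912. When the libraries of the 2 labels were paired at random, the mean number of cultures with their counterpart nearest was 0.111, and as many as observed occurred with p = 0.111 (one-sided exact permutation test over 362880 pairings). As the other 8 libraries are nearest to a library of their own label, at most 1 match is possible under any pairing and this p is the smallest the test allows, so that it does not show whether counterparts are closer than other libraries. In the dendrogram with complete linkage, the 2 libraries of a culture were direct neighbours in 3 of the 9 cultures. The scale of the values changed this result most. With CPM in place of log2 CPM, the counterpart was nearest in 5 cultures and the direct neighbour in 5. The counterpart was nearest in 2 cultures with Spearman's correlation and in 3 when the treatment labels were exchanged within each pair.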

In fact, five out of nine TNF‐treated samples clustered closest to their non‐treated counterparts (see, e.g., Organoid_SE_I and Organoid_SE_I_T; Figure 2c). This is well in line with the subtle, physiological nature of the TNF stimulus employed in our experiment, in analogy to a typical specific biochemical perturbation, which is expected to affect only a very small set of selected genes in epithelial cells (Janes et al., 2006; Vlantis et al., 2016). 

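With the 100 genes of highest variance across the 27 libraries, PC1 held 93.2% and PC2 4.76% of the variance. The nearest library was the counterpart of the same culture for 1 of the 9 organoid libraries labelled TNF-treated, and the 2 libraries of a culture were direct neighbours in the dendrogram in 3 cultures. For the organoids, the 100 genes of highest variance across the 18 organoid libraries were used. Of the summed squared deviations of their log2 CPM from the mean of each gene, 53.6% lay between the 9 cultures, 16.7% between the treatment labels and 15.7% between the 3 facilities. Groupings without any effect would hold 47.1%, 5.88% and 11.8% on average, so that the 3 shares cannot be ranked directly. The share between the treatment labels had p = 0.0039 when labels were exchanged within cultures (exact permutation test over all exchanges, the smallest p these allow). The share between facilities had p = 0.164 (exact permutation test of the 280 ways to assign the 9 cultures to 3 facilities). The 11.8% takes the 18 libraries as unrelated, whereas this test moves whole cultures. As the 2 libraries of a culture are alike, random sets of cultures hold more than 11.8% on average.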

Similar conclusions could be drawn both at the proteome and transcriptome level when the analysis was redone for the 100 proteins/transcripts contributing most to variation (Figure S4a–d). Hence, stochastic variability between separate organoid cultures has a stronger impact on the global expression pattern than the defined alteration of 15/3331 (0.45%) proteins and 316/15698 (2.01%) transcripts through low‐level TNF stimulation.

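Over the 12839 genes above background in the organoid libraries, 52.8% of the summed squared deviations of log2 CPM lay between the 9 cultures. A grouping into 9 pairs without any effect would hold 47.1% on average, and none of the 362880 pairings of the libraries labelled untreated with those labelled TNF-treated gave a larger share than the real one (one-sided exact permutation test, p = 2.8e-06, the smallest p these allow). The treatment labels held 7.99% of the deviations, against 5.88% on average without any effect, and exchanging the labels within cultures gave p = 0.0039 (exact permutation test over all exchanges, the smallest p these allow). The 3 facilities held 13.1%, against 11.8% on average without any effect, with p = 0.493 in an exact permutation test over 280 arrangements of the cultures. The 11.8% takes the libraries as unrelated, so that 13.1% does not show an excess over random sets of cultures. The share between cultures depended most on the scale, since it was 86.9% with CPM in place of log2 CPM, where the treatment labels held 4.03% (exact permutation test, p = 0.031). From the position of the treated libraries among the untreated ones and from the few transcripts that TNF altered, the paper concludes that variability between cultures shapes the overall expression pattern more than the TNF stimulus.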

### 2.3 Robust induction of a TNF‐induced gene expression program in organoids from differentially colonised mice

The data above reveal a modestly elevated variability in baseline organoid gene expression, as compared to cultured cell lines (Figures 1 and 2). 

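For the libraries labelled untreated, the coefficient of variation of CPM was computed for each gene within each group and summarised as the median over genes. It was 24.9% over the 9 organoid cultures (13597 genes). Within the facilities, with n = 3 cultures each, it was 23.1% in SR, 20.95% in SE and 23.1% in GF organoids. The 3 m-ICc12 cultures had a median of 18.7% (13073 genes) and the 3 MEF cultures one of 15.7% (13352 genes). The order of m-ICc12 cells and organoids depended on the labels. When the treatment was exchanged within each pair, the median was 21.2% over the 9 organoid cultures, 19.1%, 19.0% and 18.9% within SR, SE and GF, and 21.9% in m-ICc12 cells. The m-ICc12 libraries of the exchange include replicate 1, with 6071103 counts, of which 13.46% lay on Lars2. The exchange was not run with a filter for higher counts, so that low depth is not excluded as the cause of this order. When each culture of the group was left out in turn, which leaves 2, the median ranged from 14.5% to 18.0% in m-ICc12 cells and from 10.5% to 16.6% in MEFs, and from 17.7% to 21.6%, from 16.4% to 19.2% and from 19.1% to 21.1% in SR, SE and GF organoids. Except in MEFs, these ranges lie below the medians with 3 cultures. No test was made on these medians, as genes are not independent replicates.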

For an experimental model system to be useful, another key aspect is the ability to respond reproducibly to a given stimulus. To assess this, we estimated the similarity in specific gene expression changes induced by TNF stimulation, comparing the panel of transcripts significantly altered by TNF across organoids of different origin, that is, from the germ‐free facility (mean of Organoid_GF) and the two SPF facilities (means of Organoid_SR and Organoid_SE; “Organoid_SPF”). This analysis revealed that the organoids derived from germ‐free mice responded to TNF with a robust degree of similarity to those derived from SPF mice (*R* ^2^ = .563; Figure 3a). This implies that neither prior in vivo stem cell exposure/non‐exposure to gut microbes, nor variability in the organoid production process, imprint differences that may preclude interpretation of the small intestinal organoid responses to the prototypical stimulus TNF.

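The response of the 6 SPF cultures (SR and SE) was compared with that of the 3 GF cultures, as the log2 fold change of the libraries labelled TNF-treated against those labelled untreated in separate edgeR fits. In SPF organoids, 434 of 12352 genes passed the paper's thresholds (129 higher and 305 lower) and 6 higher and 95 lower genes had an adjusted p under 0.05. In GF organoids, 346 of 12316 genes passed (119 higher and 227 lower) and 15 had an adjusted p under 0.05. Over the 12640 genes above background in either set, 701 passed the thresholds in at least 1 fit, 475 in SPF and 344 in GF organoids. Across these 701 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.393 (R² = 0.155) and Spearman's rho was 0.406. Both fits called 118 of the genes, 115 of them in the same direction.

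The choice of genes moved the correlation most. It was 0.862 (R² = 0.744) over the genes with an adjusted p under 0.05 in at least 1 fit. It was 0.252 over all genes above background. Leaving out each culture in turn gave r from 0.236, without the SR culture Z908, to 0.423. The deviations of the 2 libraries of a culture from the mean of their facility and treatment correlated with r = 0.154 on average, against −0.0188 between different cultures, and with the culture as a block the correlation of the responses was 0.457 (R² = 0.208). From the similarity of the responses, the paper reasons that neither microbial exposure of the stem cells in vivo nor the making of the cultures stands in the way of interpreting organoid responses to TNF.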

**Figure 3:**
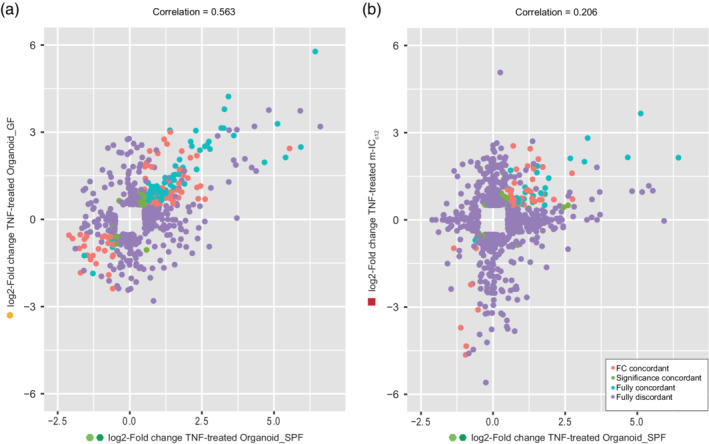
The TNF‐induced transcriptional response of organoids from germ‐free and colonised mice shows robust correlation. (a) Correlation plot of TNF‐induced changes in germ‐free mouse derived organoids (*y*‐axis, Organoid_GF) plotted against TNF‐induced changes in SPF‐derived organoids (x‐axis, Organoid_SPF). (b) Correlation plot of TNF‐induced changes in m‐IC_c12_ cells (*y*‐axis, m‐IC_c12_) plotted against TNF‐induced changes in SPF‐derived organoids (*x*‐axis, Organoid_SPF). Shown are fully concordant hits (blue), hits concordant in fold change (FC; red), hits concordant in *p*‐value (green) and fully disconcordant hits (purple). Cut‐offs: genes with log2 ratio <−0.5 or >0.5 and *p*‐value <0.05 and above background noise in at least one of the sample groups

Traditionally, cultured cell lines have been used as a proxy for studies of cell signalling and gene expression regulation in the gut epithelium. We next compared the specific gene expression changes induced by TNF stimulation in m‐IC_c12_ cells versus SPF organoids. 

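The response of m-ICc12 cells to TNF, as the log2 fold change of the 3 libraries labelled TNF-treated against the 3 labelled untreated, was set against that of the 6 SPF organoid cultures. Of the 13340 genes above background in either set, 1024 passed the paper's thresholds in at least 1 of the 2 edgeR fits. Across these genes, Pearson's r was 0.140 (R² = 0.0196) and Spearman's rho was 0.152. Over the 108 genes with an adjusted p under 0.05 in at least 1 fit, r was 0.538 (R² = 0.290). Leaving out 1 culture at a time gave r from 0.0883 to 0.160. Pearson's r was 0.216 with the culture as a block, where the paired organoid libraries deviated together with a mean r of 0.154.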

The correlation between significantly regulated transcripts was here considerably lower (Figure 3b, *R* ^2^ = 0.206). In fact, the vast majority of transcripts significantly up or down‐regulated in either the m‐IC_c12_ or the organoid group failed to show a corresponding behaviour in the other group (Figure 3b). 

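In the edgeR fit of m-ICc12 cells alone, 445 of 11861 genes passed the paper's thresholds, 205 higher and 240 lower in the libraries labelled TNF-treated, and 13 had an adjusted p under 0.05, 2 higher and 11 lower. Among the 1024 genes of the comparison with SPF organoids, 527 passed the thresholds in m-ICc12 cells and 566 in SPF organoids. Both fits called 69 genes, 58 of them in the same direction, and 260 of the 566 genes of SPF organoids had a log2 fold change of the opposite sign in m-ICc12 cells. The 5 genes with the smallest p in m-ICc12 cells were Ccl2, C3, Nfkbia, Cxcl1 and Lcn2, all lower in the libraries labelled TNF-treated, so that these targets again go against the labels where TNF raises them. Ccl2 (ENSMUSG00000035385, chromosome 11 of GRCm38 from 82035571 to 82037453) was at 63.6 ± 2.67 CPM (SD, n = 3) in the libraries labelled untreated and at 1.80 ± 1.41 CPM (SD, n = 3) in those labelled TNF-treated. Its log2 fold change was −5.34 (standard error 0.46, adjusted p = 4.8e-05 from edgeR's quasi-likelihood F-test), and in organoids it was near the floor under both labels. The log2 fold changes of Nfkb2, Tnfaip3, C3 and Relb in m-ICc12 cells were −1.09, −1.65, −2.13 and −1.89, with adjusted p = 0.016, 0.016, 4.8e-05 and 0.0094 in the same edgeR fit. With the culture as a block, their adjusted p in edgeR's fit were 0.067, 0.088, 0.0012 and 0.067, and 6 of the 13 genes with an adjusted p under 0.05 were shared, where the deviations of the 2 libraries of a culture correlated with a mean r of 0.0306, against −0.0151 between cultures.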

We conclude that the gene expression changes induced by a physiological stimulus may vary substantially between an intestinal epithelial cell line and primary epithelial organoids from the same species. 

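The difference between 2 responses was tested as an interaction of treatment label and cell group in edgeR's quasi-likelihood F-test. Between GF and SPF organoids, 0 of 12640 genes had an adjusted p under 0.05 and 323 had an unadjusted p under 0.05. Between m-ICc12 cells and SPF organoids, 7 of 13340 genes had an adjusted p under 0.05, 5 of them with the higher log2 fold change in m-ICc12 cells, and 799 had an unadjusted p under 0.05. With DESeq2 in place of edgeR these numbers of adjusted calls were 1 and 46. They were 0 and 39 (32 higher and 7 lower in m-ICc12 cells) with the culture as a block, where the paired organoid libraries deviated together with a mean r of 0.154. The 5 genes with the smallest p were Itga2, Zyx, Cyba, Smim24 and C3. The log2 fold change of Itga2 (ENSMUSG00000015533, chromosome 13 of GRCm38 from 114833081 to 114932100) differed by −2.25 between m-ICc12 cells and SPF organoids (standard error 0.32, adjusted p = 0.0063, edgeR). Those of Zyx, Cyba, Smim24 and C3 differed by 1.29, 2.12, 1.69 and 5.10, with adjusted p = 0.015 for each in edgeR's test. The directions are those of the labels, which the TNF target genes go against.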

The variability in response between organoids from germ‐free and SPF mice, by contrast, appears more modest.

### 2.4 A small set of transcripts and proteins define an organoid‐typic expression signature

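For the 15 libraries labelled untreated, PC1 held 61.7% and PC2 20.97% of the variance of log2 CPM. On PC1 the scores were −137 to −115 in the 9 organoid libraries, 162 to 177 in the 3 m-ICc12 libraries and 214 to 218 in the 3 MEF libraries. On PC2 they were 2.63 to 15.5 in organoids, −159 to −149 in m-ICc12 cells and 131 to 136 in MEFs. When the treatment was exchanged within each pair, so that the libraries labelled TNF-treated were analysed, the shares were 63.8% and 21.5%. In edgeR's quasi-likelihood F-test, 7424 of 12962 genes passed the paper's thresholds between organoids and m-ICc12 cells, 3840 higher and 3584 lower in organoids, and 7899 had an adjusted p under 0.05. Between organoids and MEFs, 8296 of 13144 genes passed, 4351 higher and 3945 lower in organoids, and 8829 had an adjusted p under 0.05.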

When applying unsupervised clustering to proteomes and transcriptomes of only the cultured cell sample groups (i.e., Organoids, m‐IC_c12_ cells and MEFs), we again found that in both cases, PC1 (explaining 83.56%/61.27% of the variation) clearly distinguished the organoid group from the other samples (S5A‐B). PC2 (explaining 8.2%/19.13% of the variation) defined a smaller variance distance between MEFs and m‐IC_c12_ sample groups (S5A‐B). This allowed investigation of the transcripts and proteins which define an organoid‐typic expression signature.

As a starting point, we performed an integrative analysis of the transcriptome and proteome data sets, using the DIABLO framework of the CRAN package mixOmics (Rohart, Gautier, Singh, & Lê Cao, 2017). The correlation between up‐ or downregulated proteins and their corresponding transcripts was high when comparing the organoid group to the MEF and m‐IC_c12_ groups (*R* ^2^ = .719) (Figure S5c). We identified 14 transcripts and 10 proteins that distinguished an organoid expression signature. Herein, the expression levels of nine transcripts (*Ena*, *Ankrd1*, *Dusp14*, *Dmwd*, *Il7*, *Amotl2*, *Evc2*, *Wwtr1‐202* and *Trim35*) and five proteins (Capn2, Myg1, Lgals1, Bcat1 and ASC/Pycard) contributed to PC1. Expression levels of five transcripts (*Q8R164*, *Hs6st1*, *Sigirr*, *Map3k21* and *Pdlim1*) and five proteins (Coa3, Eml2, Rdh11, Selenbp1 and Krt18) defined PC2 (Figures S5d, 4a,b, Table S3). Generally, expression levels of most transcripts and proteins within a PC positively correlated with each other (Figure 4a). The variables associated with the main PC1 were upregulated in the MEF and m‐IC_c12_ groups compared to the organoids. 

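Of the 9 transcripts, 8 were analysed here at the level of the gene, and Ena was not. In the libraries labelled untreated, Ankrd1 (ENSMUSG00000024803, chromosome 19 of GRCm38 from 36111961 to 36120099) was at 0.350 ± 0.305 CPM (SD, n = 9) in organoids, 171 ± 23.9 CPM (SD, n = 3) in m-ICc12 cells and 124 ± 3.75 CPM (SD, n = 3) in MEFs. Its log2 fold change in organoids was −8.90 against m-ICc12 cells (standard error 0.41, adjusted p = 1.4e-11 from edgeR's quasi-likelihood F-test) and −8.45 against MEFs (adjusted p = 5.1e-11, edgeR). Evc2 (ENSMUSG00000050248, chromosome 5 from 37338499 to 37425055) had 0.0783 ± 0.0574 CPM (SD, n = 9) in organoids, where 7 of the 9 libraries were at or under the floor of 3 counts, against 42.3 ± 6.91 and 48.1 ± 4.87 CPM (SD, n = 3 each) in m-ICc12 cells and MEFs. Wwtr1 (ENSMUSG00000027803, chromosome 3 from 57455649 to 57575910) had 0.190 ± 0.0969 CPM (SD, n = 9) in organoids, 158 ± 11.9 CPM and 133 ± 5.29 CPM (SD, n = 3 each). Dusp14, Dmwd, Amotl2 and Trim35 were lower in organoids by log2 fold changes of −1.87, −2.73, −4.97 and −2.23 against m-ICc12 cells and of −2.05, −2.64, −5.05 and −2.20 against MEFs, with adjusted p of at most 3.0e-06 in edgeR's fits. Il7 (ENSMUSG00000040329, chromosome 3 from 7569994 to 7613760) was at 0.669 ± 0.671 CPM (SD, n = 9) in organoids, 2.49 ± 2.13 CPM in m-ICc12 cells and 3.87 ± 0.364 CPM in MEFs (SD, n = 3 each). In these libraries its difference from m-ICc12 cells was within the spread of the replicates, with a log2 fold change of −1.87 (standard error 1.14, adjusted p = 0.17, edgeR), and its log2 fold change against MEFs was −2.51 (adjusted p = 0.048, edgeR). In the libraries labelled TNF-treated, Il7 was at 0.0967 ± 0.149 CPM (SD, n = 9) in organoids and 5.72 ± 1.70 CPM (SD, n = 3) in m-ICc12 cells, without overlap.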

Here, ASC provided a notable exception, with substantially higher protein levels in organoids than in both MEFs and m‐IC_c12_ cells (Figure 4b). 

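Hs6st1 (ENSMUSG00000045216) lies on chromosome 1 of GRCm38 from 36068400 to 36106446, Sigirr (ENSMUSG00000025494) on chromosome 7 from 141091175 to 141100572 and Map3k21 (ENSMUSG00000031853) on chromosome 8 from 125910450 to 125947440. In the libraries labelled untreated, Hs6st1 was at 96.2 ± 13.8 CPM (SD, n = 9) in organoids, 179 ± 18.4 CPM in m-ICc12 cells and 32.03 ± 5.06 CPM in MEFs (SD, n = 3 each). Sigirr was at 50.0 ± 15.0 CPM (SD, n = 9), 121 ± 11.4 CPM and 1.03 ± 0.333 CPM (SD, n = 3 each) in the same groups, and Map3k21 at 53.9 ± 5.83 CPM (SD, n = 9), 144 ± 13.6 CPM and 0.2099 ± 0.153 CPM (SD, n = 3 each). In edgeR's quasi-likelihood F-test, the log2 fold changes of Hs6st1, Sigirr and Map3k21 in organoids against m-ICc12 cells were −0.87, −1.25 and −1.39, with adjusted p = 1.5e-05, 4.9e-05 and 2.6e-08. Against MEFs they were 1.61, 5.64 and 8.13, with adjusted p = 1.3e-07, 9.2e-10 and 3.2e-12 in edgeR's fit. The entry Q8R164 of the signature was not analysed here.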

The transcripts/proteins that defined PC2 showed moderate expression in organoids, upregulated levels in m‐IC_c12_ cells and low expression in MEFs. 

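Pdlim1 (ENSMUSG00000055044, chromosome 19 of GRCm38 from 40221173 to 40271842) was at 121 ± 14.2 CPM (SD, n = 9) in the organoid libraries labelled untreated, 0.131 ± 0.0949 CPM (SD, n = 3) in m-ICc12 cells and 190 ± 10.1 CPM (SD, n = 3) in MEFs. The log2 fold change of organoids was 9.90 against m-ICc12 cells (standard error 0.30, adjusted p = 1.7e-13 from edgeR's quasi-likelihood F-test) and −0.63 against MEFs (standard error 0.11, adjusted p = 8.4e-05, edgeR). In the m-ICc12 libraries labelled TNF-treated Pdlim1 was at 2.79 ± 3.33 CPM (SD, n = 3).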

Only the *Pdlim1* transcript behaved inversely between the MEF and m‐IC_c12_ groups (Figure 4b).

**Figure 4:**
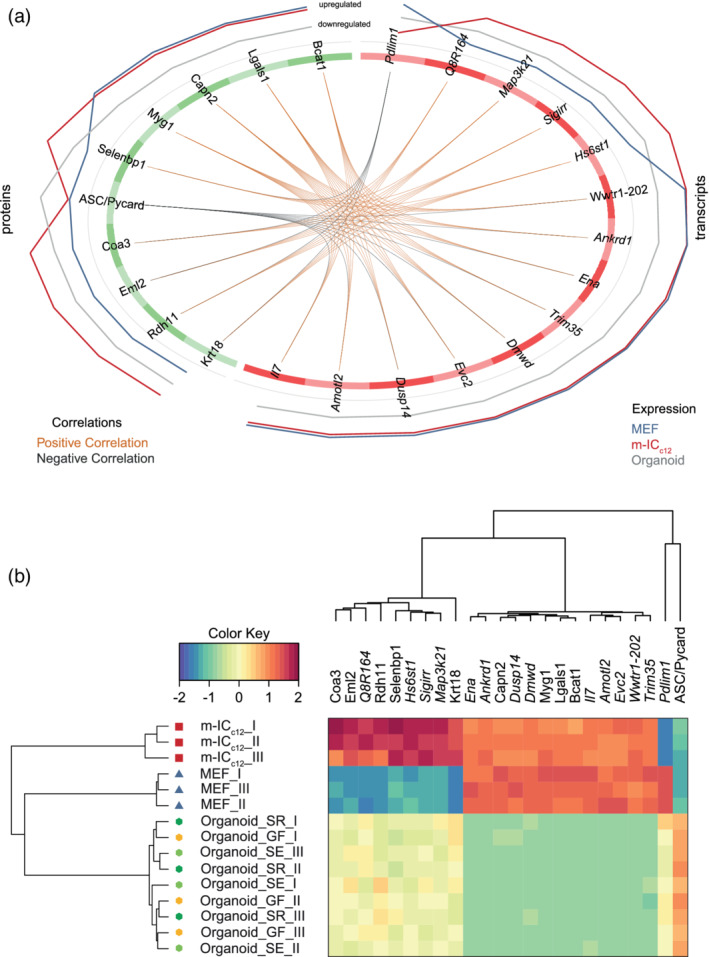
Identification of an organoid‐typic expression signature by integrative analysis. (a) Circos plot depicting the correlation of expression levels of the identified transcripts and proteins within the three analysed sample groups (Organoid (grey line), MEF (blue line) and m‐IC_c12_ (red line)). (b) Unsupervised hierarchical clustering analysis and expression heat map of the identified transcripts and proteins shown in (a) for Organoid (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEFs (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples

To test if the identified organoid signature agreed with expression levels in the gut epithelium, we reassessed expression of the 10 protein hits (Figure 4) in the entire proteome data set, that is, including also the tissue and epithelium sample groups (Figure S6). Strikingly, these identifier proteins showed highly similar expression levels in the epithelium samples and in organoids (Figure S6). Expression levels in whole intestinal tissue, which contains a mix of epithelial cells and multiple other cell types, appeared less similar. Finally, MEFs and m‐IC_c12_ samples formed a separate outgroup also in this comparison (Figure S6). Hence, we have uncovered a small set of transcripts and proteins that constitute a physiologically relevant small intestinal epithelial organoid signature.

Interestingly, the signature included high expression of the inflammasome‐scaffold protein ASC (apoptotic speck‐like protein; Figure 4b; Richards et al., 2001). Inflammasomes mediate responses to pathogen‐ (PAMP) or damage‐associated patterns (DAMP) by activation of Caspase‐1 or Caspase‐11, resulting in the release of active IL18 and/or IL1β, as well as induction of cell death (Broz, 2019). To probe whether additional inflammasome signalling components were also highly expressed specifically in organoids, we revisited the transcriptome data set. 

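The inflammasome transcripts were quantified in 3 m-ICc12 and 3 MEF libraries labelled untreated. In m-ICc12 cells the means were 4.14 CPM for Nlrp6, 4.40 for Naip1, 6.53 for Naip2, 1.06 for Naip5, 0.632 for Naip6, 5.82 for Casp1 and 9.22 for Casp4 (Caspase-11). They were 0.506 CPM for Pycard (Asc) and 0.289 CPM for Nlrc4. Aim2 and Nlrp3 were at or under the floor of 3 counts in all 3 m-ICc12 libraries, and Gsdmd in 2 of them. In MEFs the means were below 1 CPM for Aim2, Nlrp3, Nlrp6, Naip1, Naip2, Naip5, Naip6, Nlrc4, Pycard, Casp1 and Casp4, from 0.0661 CPM for Nlrc4, where all 3 libraries were at or under the floor, to 0.641 CPM for Casp4. Gsdmd was at 7.12 ± 2.73 CPM (SD, n = 3) in MEFs. Gsdme (ENSMUSG00000029821, chromosome 6 of GRCm38 from 50188888 to 50263862) was at 8.77 ± 3.44 CPM in m-ICc12 cells and 7.73 ± 1.12 CPM in MEFs (SD, n = 3 each). Casp8 was at 100.7 ± 2.35 and 50.0 ± 5.24 CPM in these groups (SD, n = 3 each).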

Strikingly, m‐IC_c12_ cells and MEFs showed low or undetectable expression levels for all inflammasome components analysed here (Figure 5). By contrast, organoids specifically expressed high levels of the NAIP/NLRC4 inflammasome components *Naip1*, *2*, *5*, *6* and *Nlrc4*, as well as *Asc*, *Nlrp6* and *Caspase‐1*. 

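The Naip genes lie next to each other on chromosome 13 of GRCm38, Naip1 (ENSMUSG00000021640) from 100407764 to 100452869, Naip2 (ENSMUSG00000078945) from 100144063 to 100202092, Naip5 (ENSMUSG00000071203) from 100211739 to 100246323 and Naip6 (ENSMUSG00000078942) from 100281121 to 100317674. As the paper's text does not name how reads shared between these paralogs were counted, the split of the counts between them is uncertain. In the 9 organoid libraries labelled untreated they were at 85.8 ± 13.9, 88.9 ± 10.4, 117 ± 51.4 and 272 ± 39.5 CPM (SD, n = 9). The log2 fold changes of organoids against m-ICc12 cells were 4.32, 3.79, 6.82 and 8.78, and against MEFs 9.65, 7.46, 8.03 and 9.68, with adjusted p of at most 9.2e-09 in edgeR's fits. Nlrc4 (ENSMUSG00000039193, chromosome 17 from 74425438 to 74459142) was at 53.0 ± 10.5 CPM (SD, n = 9) in organoids, a log2 fold change of 7.46 against m-ICc12 cells (standard error 0.52, adjusted p = 2.5e-09, edgeR) and at least 594.4-fold higher than the floor of the MEF libraries.

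Pycard (Asc, ENSMUSG00000030793, chromosome 7 from 127989708 to 127993867) was at 249.9 ± 28.6 CPM, Nlrp6 (ENSMUSG00000038745, chromosome 7 from 140920902 to 140929192) at 281 ± 21.3 CPM and Casp1 (ENSMUSG00000025888, chromosome 9 from 5298517 to 5307265) at 99.6 ± 10.8 CPM in the same organoid libraries (SD, n = 9 each). Their log2 fold changes against m-ICc12 cells were 9.02, 6.10 and 4.12, with adjusted p = 9.0e-13, 9.5e-09 and 2.2e-10, and against MEFs 9.75, 9.28 and 9.66, with adjusted p = 5.6e-14, 6.9e-15 and 7.2e-15, all from edgeR's quasi-likelihood F-test. With DESeq2, the log2 fold change of Nlrp6 against m-ICc12 cells was 6.07. Its p is not given, as missing p-values in that fit were set to the highest value possible. Aim2 was at 12.8 ± 6.74 CPM (SD, n = 9) in organoids, at least 161.5-fold higher than the floor of the m-ICc12 libraries.

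**Figure D2:**
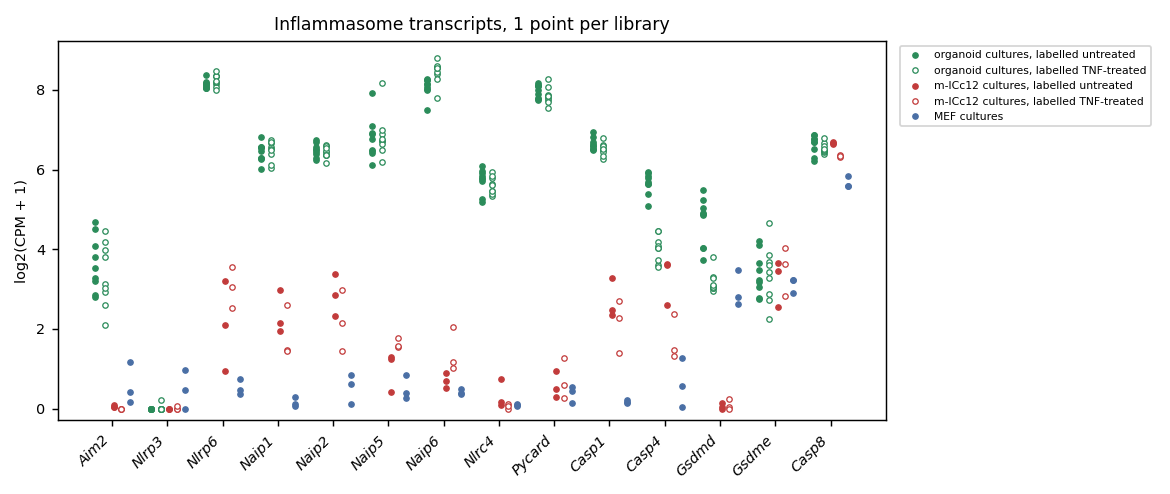
Expression of 14 inflammasome and cell death transcripts as log2(CPM + 1), with 1 point per library, in organoid (green), m-ICc12 (red) and MEF (blue) cultures, filled for libraries labelled untreated and open for those labelled TNF-treated. The organoid points of Nlrp6, the 4 Naip genes, Nlrc4, Pycard and Casp1 lie above all points of the 2 other cell types, whereas the points of Gsdme and Casp8 overlap between organoids and m-ICc12 cells.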

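Casp4 (Caspase-11, ENSMUSG00000033538, chromosome 9 of GRCm38 from 5308828 to 5336783) was at 50.2 ± 8.76 CPM (SD, n = 9) in the organoid libraries labelled untreated and 15.6 ± 3.74 CPM (SD, n = 9) in those labelled TNF-treated. Its log2 fold change by label was −1.70 (standard error 0.15, adjusted p = 1.7e-08 from edgeR's quasi-likelihood F-test). Gsdmd (ENSMUSG00000022575, chromosome 15 from 75862327 to 75867408) was at 26.8 ± 10.7 and 8.23 ± 1.95 CPM (SD, n = 9 each), a log2 fold change by label of −1.71 (standard error 0.22, adjusted p = 1.3e-05, edgeR). Both genes were lower in the library labelled TNF-treated in all 9 cultures, in the direction of the TNF target genes, which go against the labels. With the culture as a block (mean r of the paired deviations 0.153), their log2 fold changes were −1.71 and −1.62. Gsdme was at 10.1 ± 4.30 and 10.5 ± 6.00 CPM (SD, n = 9 each) under the 2 labels, above the floor in every library, with a log2 fold change of 0.06 (adjusted p = 0.98, edgeR). Nlrp3 (ENSMUSG00000032691, chromosome 11 from 59541568 to 59566956) had 0 CPM in the 9 organoid libraries labelled untreated, and 1 of the 9 labelled TNF-treated was above the floor of 3 counts, at 0.151 CPM. In MEFs Nlrp3 was at 0.446 ± 0.483 CPM (SD, n = 3), at least 3.9-fold higher than the floor of the organoid libraries. The 3 MEF libraries were at 0, 0.378 and 0.959 CPM, so that this bound depends on single libraries. The adjusted p of Nlrp3 between organoids and MEFs was 0.0072 in edgeR's fit and 0.11 with DESeq2.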

The expression of *Caspase‐11* and *Gsdmd* could be induced by TNF in organoids, whereas *Gsdme* and *Nlrp3* transcripts were not detectably expressed in any of the analysed sample groups. Finally, the pro‐apoptotic proteases *Caspase‐3* and *‐8* were expressed at similar levels across organoids and m‐IC_c12_ cells.

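Casp8 (ENSMUSG00000026029, chromosome 1 of GRCm38 from 58795374 to 58847503) was at 99.3 ± 15.8 CPM (SD, n = 9) in the organoid libraries labelled untreated, with a log2 fold change of 0.01 against m-ICc12 cells (standard error 0.14, adjusted p = 0.97 from edgeR's quasi-likelihood F-test). This difference was within the spread of the replicates, and it changed sign with DESeq2, to −0.04. Against MEFs, Casp8 was higher in organoids (adjusted p = 2.6e-05, edgeR). From the expression levels in Fig. 5, the paper states that components of the NAIP/NLRC4 inflammasome are expressed specifically and at high levels in organoids.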

**Figure 5:**
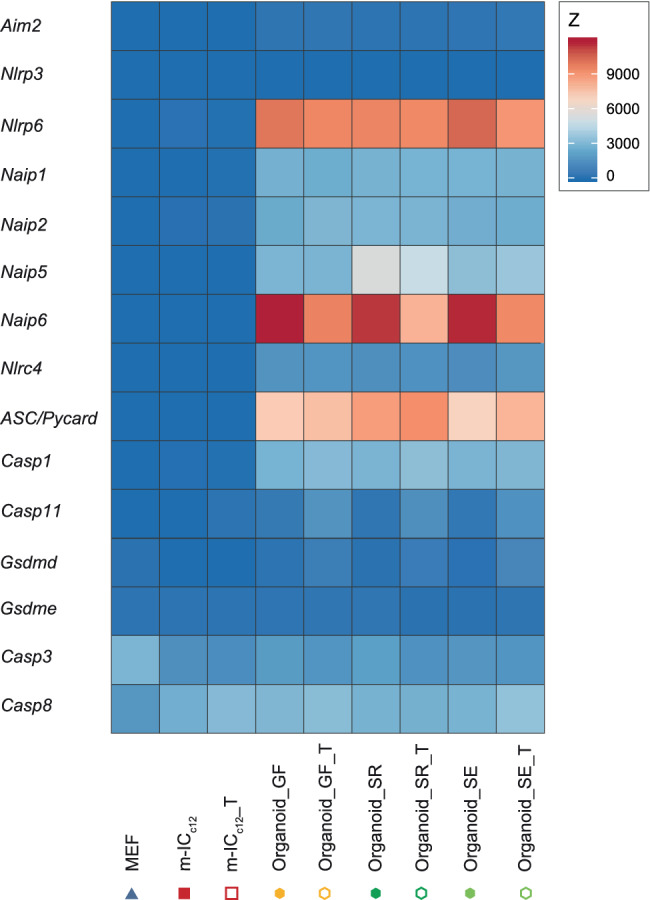
Inflammasome components are highly expressed in organoids compared to m‐IC_c12_ cells and fibroblasts. Heat map depicting expression levels of several inflammasome components in untreated or TNF‐treated (_T) organoids (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as untreated or TNF‐treated (_T) m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) and MEF (MEF_I‐III, blue triangle symbol) samples

Taken together, these data suggest that intestinal epithelial organoids from differentially colonised donors exhibit a shared expression signature, which encompasses significant expression of inflammasome signalling components.

## 3 DISCUSSION

Our work validates that murine small intestinal organoids are an experimental system with a robust expression pattern that resembles the phenotype of the homeostatic intestinal epithelium (Janeckova et al., 2019; Lindeboom et al., 2018). Importantly, our work extends previous data by demonstrating that this phenotype is largely independent from exposure with SPF microbiota. This is in contrast to in vivo studies, in which microbiota divergence between separately held mouse lines can affect a range of physiological functions and lead to non‐reproducible results (Mamantopoulos et al., 2017, 2018; Robertson et al., 2019; Stappenbeck & Virgin, 2016). Even extensive co‐housing appears insufficient to fully homogenise the gut microbiota and its impact between previously separated animals (Robertson et al., 2019). Donor‐derived microbial cues in organoids grown in culture for ≥5 passages do not globally overshadow other sources of experimental variability. In line with this, organoids from SPF and GF donor mice showed a robust degree of concordance with respect to transcripts induced by low concentrations of the cytokine TNF. Littermate controls (which share the same microbiota) are a prerequisite for the accurate interpretation of in vivo gut biology data from knockout or transgenic animals. However, we here found that organoid experimentation may not require such littermate controls, as organoids from mouse colonies with or without microbiota yielded equivalent expression phenotypes. 

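In the organoid libraries labelled untreated, 12315 genes were compared between the 3 GF and the 6 SPF cultures. In edgeR's quasi-likelihood F-test, 313 genes passed the paper's thresholds, 114 higher and 199 lower in GF organoids, 491 had an unadjusted p under 0.05 and 4 had an adjusted p under 0.05. Amph (ENSMUSG00000021314, chromosome 13 of GRCm38 from 18948205 to 19150921) was at 13.0 ± 4.51 CPM (SD, n = 3) in GF organoids, at least 110.5-fold higher than the floor of the SPF libraries (adjusted p = 0.00021, edgeR). This bound holds for the label untreated only. In the libraries labelled TNF-treated, Amph was at 12.8 to 16.2 CPM in GF and 0 to 1.60 CPM in SPF organoids, without overlap. Nnt (ENSMUSG00000025453, chromosome 13 from 119335448 to 119408997) was at 233 ± 42.5 CPM (SD, n = 3) in GF and 95.8 ± 12.5 CPM (SD, n = 6) in SPF organoids, a log2 fold change of 1.28 (standard error 0.14, adjusted p = 0.00024, edgeR). Mid1 (ENSMUSG00000035299, chromosome X from 169685199 to 170005736) was at 72.5 ± 11.3 CPM (SD, n = 3) and 7.49 ± 5.51 CPM (SD, n = 6), a log2 fold change of 3.27 (standard error 0.49, adjusted p = 0.015, edgeR). The mitochondrial gene mt-Nd3 (ENSMUSG00000064360, from 9459 to 9806) had 0 CPM in GF organoids, and was at least 42.9-fold lower there than in SPF organoids, with 4.65 ± 1.55 CPM (SD, n = 6) and an adjusted p of 0.015 in the same edgeR fit. As a comparison between facilities that share the SPF status, the 3 SR and 3 SE cultures gave 0 of 12219 genes with an adjusted p under 0.05, 486 with an unadjusted p under 0.05 and 376 past the paper's thresholds. Both comparisons moved with the tool, since DESeq2 gave 21 genes with an adjusted p under 0.05 between GF and SPF organoids, 7 higher and 14 lower in GF, and 8 between SR and SE. Leaving out each culture in turn gave from 2 to 5 such genes between GF and SPF and from 0 to 35 between SR and SE. With the treatment exchanged within each pair, which compares the other library of each culture, 43 of the 313 genes between GF and SPF and 3 of the 4 with an adjusted p under 0.05 were called again. As the 3 GF cultures came from littermates of the same facility, a strain or donor difference cannot be told apart from the germ-free state.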

Notably, this applies to organoids cultured for ≥5 passages. It is likely that microbiota imprints are detectable in earlier passages (Janeckova et al., 2019).

The observed culture‐to‐culture variation in expression profiles may stem from bottleneck effects during early organoid establishment and/or adaptation to the culture conditions. In addition, the differentiation state and cell type composition of organoids is highly sensitive to the concentration of growth factors provided in the culture medium (e.g., Noggin, R‐spondin and EGF), or produced by the organoids themselves (e.g., Wnt3a; Farin et al., 2016; Kim et al., 2014; Lehmann et al., 2019; Lindeboom et al., 2018; Sato et al., 2009; van der Flier & Clevers, 2009). Fluctuation of these, often unstable, proteinaceous factors provides another plausible source of culture‐to‐culture variability. While the exact impact of these and potentially other causes remain to be examined, the net effect is a moderately higher variation in expression (~1.5‐fold increased dispersion coefficient for the proteome) among organoid cultures compared to the herein used reference cell lines. Considering that organoids more accurately mimic the overall expression patterns of the gut epithelium (this study), faithfully recapitulate the epithelial cell type composition of the intact gut, and in contrast to cell lines retain genetic stability over time (Ben‐David et al., 2018; Liu et al., 2019; Sato et al., 2009; Sato & Clevers, 2013), organoids nevertheless appear vastly superior to classical cell line models for predicting physiological responses in the intestinal epithelium.

Combined, our findings have implications for experimentation in intestinal epithelial organoids. As mentioned above, littermate control organoids appear oblivious, as microbiota differences between tissue donors do not confound the analysed global organoid phenotypes. Instead, the moderately elevated culture‐to‐culture variability may warrant larger experimental sample sizes overall to reliably detect subtle phenotypes. Finally, key findings should be validated in independently established organoid cultures from additional tissue donors to ensure reproducibility of results. It should be noted that these conclusions are strictly valid only for the small intestinal epithelial organoids of inbred specified pathogen free mice, as analysed in this study. We cannot exclude that persisting microbiota effects would be more pronounced in colon organoids, due to higher microbial exposure within this gut region in vivo. Nor do our data refute that some specific organoid signalling pathways can be affected by the tissue donor's microbial status, especially during early culture passages (Janeckova et al., 2019) or in cases of pathobiont exposure. Human inter‐individual variation also exceeds that of genetically inbred animals, which has repercussions for experimental design in patient‐derived organoids (Cristobal et al., 2017).

By integration of the transcriptome and the proteome datasets, we were able to identify a physiologically relevant organoid‐typic expression signature, distinguishing the full set of organoid cultures across all three SPF/GF mouse colonies from the reference cell lines. Interestingly, this signature highlighted high expression of ASC, a central scaffolding protein for inflammasome signalling pathways (Richards et al., 2001). Our follow‐up analysis extended this finding to also encompass the transcripts for a range of other inflammasome receptors (e.g., *Naip1*, *2*, *5*, *6*, *Nlrc4*), inflammatory caspases (e.g., *Caspase‐1*) and downstream executors (e.g., *GsdmD*), which all exhibited high expression in organoids and low to undetectable expression in epithelial cell line m‐IC_c12_ and fibroblast reference cells. Importantly, high expression of these inflammasome components in epithelial cells were reported previously (Hausmann, Sellin, & Hardt, 2020; Winsor, Krustev, Bruce, Philpott, & Girardin, 2019), further indicating that organoids more realistically represent the in vivo situation. The differential regulation of inflammasome components upon exposure to the proinflammatory cytokine TNF likely represents a preparation of epithelial cells to microbial exposure. Upon sensing of PAMPs or DAMPs, inflammasomes drive acute pro‐inflammatory and anti‐microbial responses (Broz & Dixit, 2016). However, earlier studies have also implicated, for example, ASC, NAIPs, NLRP3 and NLRP6 as tumour suppressors (Allam et al., 2015; Allen et al., 2010; Das et al., 2006; Normand et al., 2011). A hallmark feature of inflammasome activation is the prompt induction of cell death machinery in the activated cell (Aglietti et al., 2016; Kayagaki et al., 2011; Knodler et al., 2010, 2014; Miao et al., 2010; Rauch et al., 2017; Richards et al., 2001; Sellin et al., 2014; Shi et al., 2015). It therefore seems conceivable that upon transformation/immortalization of epithelial cell lines, there would be a strong selective pressure to lose or downregulate inflammasome pathway components and thereby dampen cell death effects. By contrast, organoids grown under optimal conditions retain expression also of such potential tumour suppressor genes. Notably, with regard to the widely discussed reciprocal interactions between microbiota and inflammasomes in the gut (Mamantopoulos et al., 2017; Robertson et al., 2019; Seo et al., 2015; Winsor et al., 2019), the expression of inflammasome components appears unaffected by the donor microbiota in small intestinal epithelial organoids. Thus, compared to classical tissue culture cell lines, organoids should be more realistic models to study the function of epithelial inflammasomes.

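The inflammasome genes were compared between the 3 GF and 6 SPF organoid cultures in the libraries labelled untreated. Of the genes of Fig. 5 analysed here, 13 were above background, and 0 had an unadjusted p under 0.05 in edgeR's quasi-likelihood F-test, and 0 had an adjusted p under 0.05 over the list or over all genes tested. The smallest p was that of Naip5, at 0.076 unadjusted in edgeR's fit, 0.92 adjusted over the list and 1.00 adjusted over all genes. Its log2 fold change was −0.51 (standard error 0.27), with 91.05 ± 26.0 CPM (SD, n = 3) in GF and 130 ± 57.8 CPM (SD, n = 6) in SPF organoids. The SPF culture Z908 was at 242 CPM, against 87.6 to 136 CPM in the other SPF cultures. Leaving out each culture in turn gave log2 fold changes of Naip5 from −0.76 to −0.24. The counts of Naip5 depend on how reads shared with its paralogs were assigned. The other 12 log2 fold changes lay between −0.31 for Gsdmd and 0.35 for Gsdme. The largest standard error among the genes was 0.46, that of Aim2.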

While the impact and mechanisms of inflammasome signalling in typical immune cells (e.g., macrophages, dendritic cells) have been thoroughly documented (Boyden & Dietrich, 2006; Franchi et al., 2006; Mariathasan et al., 2004; Martinon, Pétrilli, Mayor, Tardivel, & Tschopp, 2006; Miao et al., 2006), the importance of intestinal epithelial inflammasomes in tissue homeostasis and defence has become evident only recently (Allam et al., 2015; Harrison et al., 2015; Knodler et al., 2010, 2014; Nowarski et al., 2015; Rauch et al., 2017; Sellin et al., 2014; Winsor et al., 2019). Tumour‐derived or immortalised cell lines have traditionally been used as proxies for molecular studies in intestinal epithelia, which may in part explain why intestinal epithelial inflammasomes have for long been overlooked. We anticipate that the transition into primary organoids as the tissue culture models of choice will reshape our understanding of these and other physiological signalling circuits in the gut mucosa and beyond.

## 4 DATA ANALYSIS

### 4.1 RNA sequencing

Reads were quality‐checked with FastQC. Sequencing adapters were removed with Trimmomatic (Bolger, Lohse, & Usadel, 2014) and reads were hard‐trimmed by 5 bases at the 3′ end. Successively, reads at least 20 bases long, and with an overall average phred quality score greater than 10 were aligned to the reference genome and transcriptome of *Mus musculus* (FASTA and GTF files, respectively, downloaded from GRCm38, Release 91) with STAR v2.5.1 (Dobin et al., 2013) with default settings for single end reads. Distribution of the reads across genomic isoform expression was quantified using the R package GenomicRanges (Lawrence et al., 2013) from Bioconductor Version 3.0.

### 4.2 Differential expression

Differentially expressed genes and proteins were identified using the R package edgeR (Robinson, McCarthy, & Smyth, 2010) from Bioconductor Version 3.0, using a generalised linear model (glm) and Quasi‐likelihood (QL) *F*‐test coupled with a Trimmed Means of M‐values (TMM) normalisation. In a differential expression analysis, a gene is marked as DE if it possesses the following characteristics: (a) at least 10 counts in at least half of the samples in one group (*above background noise* criterion, genes not meeting this criterion are marked as *absent*); (b) *p* ≤ .05; (c) log2 (fold change) ≥ 0.5.

### 4.3 Transcriptomics–proteomics integration

The integration of the transcriptomics and the proteomics data was performed using the DIABLO framework (Singh et al., 2019) from the CRAN package mixOmics (Rohart et al., 2017). Briefly, three components are chosen based on an initial fitting (function mixOmics::block.splsda) and on a 5‐Mfold, 30 repeats evaluation (function mixOmics::perf). Successively, a list of subset variables was run through a 5‐Mfold, 30 repeats tuning step (function mixOmics::tune.block.splsda) using centroids distance to select the optimal subset of variables for the final model.

## 5 EXPERIMENTAL PROCEDURES

### 5.1 Mice

Animal experiments were approved by the Kantonales Verterinäramt Zürich, Switzerland under the licence number 193/2016 and performed in accordance with ethical and legal requirements. C57BL/6 mice were kept under specific and opportunistic pathogen‐free (SPF) conditions in individually ventilated cages either in the Rodent Center HCI (RCHCI, “SR”) or in the ETH Phenomics Center (EPIC, “SE”) (ETH Zurich, Switzerland). Germ free C57BL/6 mice were kept in isolators at ETH EPIC (“GF”). Mice derived from one facility were cohoused littermates, male and 8–12 weeks old at the time of experimentation.

### 5.2 Murine organoid culture establishment and maintenance

For organoid establishment, mice were euthanized and the small intestine was isolated. Fat and vessels were removed. A ~5 cm piece of the distal jejunum was collected, washed three times in 1 mL Phosphate Buffered Saline (PBS)/0.01% Bovine Serum Albumin (BSA) and a ~2x2mm piece snap frozen in liquid nitrogen for later analysis of whole tissue (“Tissue”). The remaining tissue was opened longitudinally and washed in PBS to remove content and mucus. Subsequently, the tissue was minced and washed thoroughly in ice‐cold PBS, followed by 15 min incubation in Gentle Dissociation Reagent (Stemcell Technologies) on a rocking table at room‐temperature. Intestinal crypts were sequentially extracted by four rounds of mechanical shearing in PBS/0.01% BSA. Typically, the first and second fraction contained differentiated epithelial cells, whereas the third and fourth fraction were enriched for stem cell‐containing crypts. After filtration through a 70 μm of cell strainer, parts of fractions 1–4 were pooled, washed with PBS/0.01% BSA, pelleted (300 g, 5 min, 4°C) and half of the sample was snap frozen in liquid nitrogen for analysis of primary epithelial cells (“Epithelium”). The remaining half of fractions three and four were embedded into 50 μL Matrigel (Chemie Brunschwig) domes and kept in complete Intesticult medium (Stemcell Technologies) at 37°C, 5% CO_2_. After 3–4 days of culturing, the best‐looking wells were selected for propagation. Complete Intesticult medium was replaced every 3–4 days. Organoids were subcultured every 5–7 days by mechanical shearing in Gentle Dissociation Reagent and re‐embedding in 50 μL Matrigel domes at a 1:2 to 1:4 splitting ratio. Stable organoid cultures were cryopreserved at passage (P) 2–4 in complete medium supplemented with 10% Dimethyl Sulfoxide (DMSO). For experimentation, cryopreserved organoids were thawed, maintained in culture as above for at least 2 weeks and used for experimentation at P5‐8.

### 5.3 Cell line culture and maintenance

Mouse Embryonic Fibroblasts (MEFs) were maintained in DMEM‐Glutamax supplemented with 10% heat‐inactivated Fetal Calf Serum (FCS) and 0.05 mg/mL Streptomycin at 37°C, 5% CO_2_. m‐IC_c12_ cells were cultured in DMEM/F12 supplemented with 5 μg/mL human Insulin, 50 nM Dexamethasone, 60 nM Sodium selenite, 5 μg/mL Bovine Apo‐Transferrin, 1 nM Triiodthyronin, 40 μg/mL EGF, 20 μM HEPES and 2.5% heat‐inactivated FCS at 37°C, 5% CO_2_.

### 5.4 TNF treatment and harvesting of organoid and cell line samples

For TNF treatment, the medium was removed and replaced by the respective culture medium supplemented with 5 ng/mL murine TNF (Preprotech). For untreated controls, the medium was exchanged. After 8 hr, the medium was removed. Organoids (P5‐8) were incubated with Gentle Dissociation Reagent for 1 min to dissolve the Matrigel, but not the organoids. After pipetting up and down 10 times, extracted organoids were transferred to Eppendorf tubes (pre‐coated over night with PBS/0.01% BSA), washed in cold PBS/0.01% BSA and spun down (5 min at 300 g, 4°C). The supernatant was discarded and the pellets snap frozen in liquid nitrogen for later analysis (“Organoids”). MEFs and m‐IC_c12_ cells were washed with pre‐warmed PBS and incubated for 3 (MEFs) or 12 (m‐IC_c12_ cells) min with gentle dissociation reagent at 37°C. Subsequently, cells were detached from the bottom of the flask with the help of a cell scraper, pelleted by centrifugation (300 g, 5 min, 4°C) and the supernatant was removed. Pellets were washed with PBS/0.01% BSA, transferred to Eppendorf tubes (pre‐coated with PBS/0.01% BSA), spun down (300 g, 5 min, 4°C) and subsequently snap frozen in liquid nitrogen for later analysis.

### 5.5 RNA sequencing

Snap frozen cell/organoid pellets were lysed with the QIAShredder columns (Qiagen) according to manufacturer's instructions. RNA was isolated with the Qiagen RNeasy Micro Kit including a DNA digestion step. Subsequently, RNA concentration was assessed on a Qubit Fluorometer (Invitrogen) using a Qubit™ RNA HS Assay Kit and samples were loaded on a Fragment Analyzer (Advanced Analytical, DNF‐471‐0500 Standard Sensitivity RNA Analysis Kit [15 nt]) to determine RNA quality. RNA samples were diluted to 20 ng/mL for RNA sequencing and frozen at −80°C. Samples were processed with the TruSeq RNA sample Prep Kit v2 (Illumina, Inc., California). RNA samples (100–1,000 ng) were polyA‐enriched, reverse‐transcribed into double‐stranded cDNA and fragmented followed by end‐repair, polyadenylation and ligation of TruSeq adapters containing multiplex‐indices. Subsequently, fragments containing TruSeq adapters were selectively enriched by PCR and quality and quantity of the enriched libraries were analysed using a Qubit 1.0 fluorometer and the Calliper GX LabChip® GX (Calliper Life Sciences, Inc.). The libraries were normalised to 10 nM in Tris‐Cl 10 mM, pH 8.5 with 0.1% Tween 20. Cluster generation was performed with TruSeq PR Cluster Kit (Illumina, Inc., California) using 10 pM of the pooled normalised libraries on the cBOT. Sequencing was performed using the TruSeq SBS Kit HS4000 (Illumina, Inc., California) on an Illumina HiSeq 4,000 single end 125 bp. The transcriptome data set was uploaded to the GEO data base (Accession number GSE140703).

### 5.6 Proteome analysis

All the biological samples were suspended in 10 M Urea with complete protease inhibitor cocktail (Roche) and ultrasonically lysed in a VialTweeter device (Hielscher‐Ultrasound Technology), as previously described (Collins et al., 2017; Liu et al., 2019). The mixtures were centrifuged at 21,000 g for 1 hr and the supernatant protein amount was quantified by Bio‐Rad protein assay. Protein samples were reduced by 10 mM Tris‐(2‐carboxyethyl)‐phosphine (TCEP) for 1 hr at 37°C and 20 mM iodoacetamide (IAA) in the dark for 45 min at room temperature. All the samples were further diluted by 1:6 (v/v) with 100 mM NH4HCO3 and were digested with sequencing‐grade porcine trypsin (Promega) at a protease/protein ratio of 1:25 overnight at 37°C. The amount of the purified peptides was determined using Nanodrop ND‐1000 (Thermo Scientific) and 1.5 μg peptides were injected per a LC–MS run. The peptide samples were stored in −80°C before measurement.

An SCIEX 5600 TripleTOF mass spectrometer was interfaced with an Eksigent NanoLC. Peptides were directly injected onto a 20 cm PicoFrit emitter (New Objective, self‐packed to 20 cm), and then separated using a 90 min gradient at a flow rate of 300 nL/min (Gillet et al., 2012; Liu et al., 2019). For shotgun sequencing mode, MS1 spectra were collected in the range 360–1,460 m/z with 250 ms per scan. The 20 most intense precursors triggered MS2 spectra were collected (50–2,000 m/z for 100 ms). For SWATH mode, 64‐variable window schema was used (Collins et al., 2017; Liu et al., 2019; Ludwig et al., 2018). A dwell time of 50 ms was used for all MS2 scans after a survey MS1 scan of 250 ms, resulting in a duty cycle of ~3.45 s.

OpenSWATH (Röst et al., 2014) was used to identify peptides from all SWATH maps with statistical control at 1% FDR and then to align between SWATH maps using a novel TRIC with requantification option enabled (TRansfer of Identification Confidence; Röst et al., 2016). Because we had nine samples for tissue and epithelium type of samples analysed in this dataset (18 samples for organoid type), to further increase the protein confidence, only those peptide signals identified in more than eight samples were accepted for protein identification and quantification. To quantify the protein abundance levels across samples, we used the Top3 method (Grossmann et al., 2010; Liu et al., 2015; Ludwig, Claassen, Schmidt, & Aebersold, 2012; Williams et al., 2016). The quantitative protein matrix was rounded to the full integer value for further analysis. The input for the downstream analysis of the protein expression data was the matrix obtained by applying TMM‐normalisation to the raw count matrix. The proteome data set was uploaded to the PRIDE database (project ID PXD016339).

## CONFLICT OF INTEREST

The authors declare no potential conflict of interest.

## AUTHOR CONTRIBUTIONS

A.H. and M.E.S. prepared samples. Y.L. performed proteomic experiments. G.R., J.G. and A.H. performed data analysis. M.Z. and G.S. provided technical support. A.H., Y.L., R.A., M.E.S. and W.D.H. designed experiments. A.H., M.E.S. and W.D.H. designed the study and wrote the manuscript.

## Supporting information

**Figure S1** Sample workflow of primary samples. Tissue: distal jejunum; contains epithelium, lamina propria and submucosa. Epithelium: epithelial cell‐enriched fraction. Click here for additional data file.

**Figure S2** Organoid samples cluster among each other, independent of donor microbiota. (a) Unsupervised hierarchical clustering analysis of the top 100 hits, as ranked by variance across all the samples, of the proteome data set including tissue (Tissue_I‐III, star symbol), epithelial cell‐enriched fraction (Epithelium_I‐III, circle symbol), organoid (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEFs (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples. Correlation matrix depicts Pearson correlation values between indicated samples. (b) Principal component analysis of the proteome data set as described in (a). Click here for additional data file.

**Figure S3** TNF‐induced target expression in organoids. (a) Volcano plot showing TNF‐induced protein changes in the organoid sample group. (b) Volcano plot showing TNF‐induced transcript changes in the organoid sample group. Red dots: significant. Differential expression cut‐offs: log2 ratio <−0.5 or >0.5 and *p*‐value <.05. Click here for additional data file.

**Figure S4** Stochastic variation overshadows low dose TNF‐induced expression changes in organoids. (a) Unsupervised hierarchical clustering analysis of the top 100 hits, as ranked by variance across all the samples, of the proteome data set including untreated (closed symbols) and TNF‐treated (5 ng/mL, 8 hr; open symbols; _T) organoid (Organoid_I‐III, hexagon symbol) samples from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEFs (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples. Correlation matrix depicts Pearson correlation values between indicated samples. (b) Principal component analysis of the proteome data set as described in (a). (c) Unsupervised hierarchical clustering analysis of the top 100 hits, as ranked by variance across all the samples, of the transcriptome data set for the samples described in (a). (d) Principal component analysis of the proteome data set as described in (c). Click here for additional data file.

**Figure S5** Integration of proteome and transcriptome data sets. (a) Principal component analysis of the proteome data for the three cultured sample groups of organoids (Organoid_I‐III, hexagon symbol) from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), MEFs (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cells (m‐IC_c12__I‐III, red square symbol). (b) Principal component analysis of the sample set as described in (a). (c) Correlation plot of log2 ratio of transcript fold changes between the Organoid sample group and m‐IC_c12_ and MEF cells (*y*‐axis) and the log2 ratio of protein fold changes between the Organoid sample group and m‐IC_c12_ and MEF cells (*x*‐axis). (d) Circle plot indicating the hits identified in the proteome–transcriptome integration as variables of PC1 and PC2 described in Figure 4 and Table S3. Click here for additional data file.

**Figure S6** Organoid identifier proteins exhibit a similar expression pattern in freshly harvested primary epithelial cells and organoids. Unsupervised hierarchical clustering analysis and expression heat map of identifier proteins described in Figure 4 for organoid (Organoid_I‐III, hexagon symbol), epithelial cell‐enriched fraction (Epithelium_I‐III, circle symbol) and tissue samples (Tissue_I‐III, star symbol) from mice raised in SPF facility 1 (_SR, dark green), SPF facility 2 (_SE, light green) or the germ‐free facility (_GF, yellow), as well as MEFs (MEF_I‐III, blue triangle symbol) and m‐IC_c12_ cell (m‐IC_c12__I‐III, red square symbol) samples. Click here for additional data file.

**Table S1** Significant hits of proteome analysis of TNF‐treated organoids compared to untreated organoids. Differential expression cut‐offs: log2 ratio <−0.5 or >0.5 and *p*‐value <.05. Click here for additional data file.

**Table S2** Significant hits of transcriptome analysis of TNF‐treated organoids compared to untreated organoids. Differential expression cut‐offs: log2 ratio <−0.5 or >0.5 and *p*‐value <.05. Click here for additional data file.

**Table S3** List of hits for Component 1 and 2 shown in Figure 4 and S5. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

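RNA was sequenced from 27 libraries. Jejunal organoid cultures of 9 mice (3 from each of the facilities SR, SE and GF) and 3 cultures of m-ICc12 cells each gave 1 library labelled untreated and 1 labelled TNF-treated (5 ng/mL, 8 hr), and MEFs gave 3 untreated libraries. The authors checked the reads with FastQC, removed adapters with Trimmomatic, trimmed 5 bases at the 3′ end, aligned the reads to GRCm38 (Ensembl release 91) with STAR in its default setting for single-end reads and counted reads per gene with GenomicRanges. The deposited values are these counts, as whole numbers without normalization, for the same 22524 genes in each library. The paper's text gives no statement on the use of strand or on reads that align to several places, which matters for the Naip paralogs.

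The condition of each library was taken from its sample label. For the organoid and m-ICc12 libraries, the name of the deposited data and the label of the sample differ on the treatment, in each of the 12 pairs. The labels were followed throughout, directions are given by label, and the treatment exchanged within each pair was run as an alternative. The pairing of the 2 libraries of a culture comes from the culture number in the sample titles, and was tested by the correlation of the libraries' deviations from the mean of their treatment.

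Computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gene was above background with at least 10 counts in at least 50% of the libraries of 1 group. Each comparison held only the groups compared, with TMM normalization, edgeR's quasi-likelihood F-test and no covariate. The paper's thresholds (unadjusted p of at most 0.05 and a log2 fold change of at least 0.5 in either direction) were used beside a Benjamini-Hochberg adjusted p under 0.05. Differences between responses were tested as interactions. Correlations of responses, hierarchical clustering (1 minus Pearson's r, complete linkage), principal component analysis (centred, not scaled) and variance shares used log2 CPM with a prior count of 2, except that responses were correlated as log2 fold changes. Coefficients of variation used CPM.

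A detection floor of 3 counts was used. The totals on genes lay between 6071103 and 43843615, so that the floor corresponds to between 0.0684 and 0.494 CPM, and folds against a group with all libraries at or under the floor are given as lower bounds. Shares of variance by treatment and facility were tested with exact permutations of the labels within cultures and of the cultures among facilities. The exact test of the share between cultures was added after the data were seen.

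The genes named are 30 of those the paper names in its transcriptome results, the 10 genes with the smallest p in the organoid TNF comparison among those with an adjusted p under 0.05 and the same direction in all cultures, and up to 5 genes with the smallest p and an adjusted p under 0.05 in the m-ICc12 TNF, the GF against SPF and the interaction comparisons. Marker genes listed before the data were examined were added to these. Ena and Q8R164 matched no gene symbol, and genes of the paper that are not named were not analysed here.

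The alternatives were DESeq2 with its size factors, all genes with at least 1 count, the culture as a block, the facility as a covariate, all 27 libraries in 1 fit, the treatment exchanged within pairs, other gene sets for the correlations, other scales, measures and linkages for the clustering and principal components, and leaving out each culture in turn. Leaving Lars2 out of the counts was added after the data were seen. The proteome was not analysed here.

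The comparisons were tested on simulated data with 200 changed genes at a log2 change of 1. With 9 against 9 libraries, edgeR recovered 99.5% of these genes with 4.33% false calls, DESeq2 99.5% with 9.95%, and edgeR with the block 99.5% with 5.24%. In edgeR, 73.5% were recovered with 8.13% false calls with 3 against 3 libraries, 86.5% with 5.46% with 3 against 6 libraries, and 36.5% with 3.95% in the interaction. Without changed genes, tested for 9 against 9 libraries with edgeR only, there were 0 calls. The variance shares and the nearest counterparts were recovered as well, with 72.9% found for 72.7% and 12.5% for 12.7%, and 9 of 9 counterparts.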

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

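The tests of treatment labels, of liver RNA, of Lars2, of the number of cultures and of the Naip paralogs were chosen after the result was seen, whereas the tests of library size for the m-ICc12 calls, of the separating genes and of depth were set before.

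In 11 of 64 groups of 9 libraries, 1 library lay far from the others, where 3.2 are given by chance. The value given is the gap to the nearest other library divided by the range of the group. In the organoid libraries labelled untreated it was 0.5085 for C3 and 0.4959 for Hs6st1 (both highest in culture Z908), 0.5142 for Wwtr1 (highest in Z910), 0.501 for Nlrp6 (highest in Z919) and 0.6471 for Naip6 (lowest in Z908). In those labelled TNF-treated it was 0.661 for Ankrd1 (highest in Z910), 0.572 for Il7 (Z912), 0.5586 for Pdlim1 (Z908), 0.5909 for Naip5 (Z908) and 0.6061 for Gsdmd (Z917). For Nlrp3 it was 1, since the library of Z909 alone was above 0. Nlrp3, Wwtr1, Ankrd1 and Il7 are at few counts in organoids, where 1 library weighs most. No biological explanation was tested for these genes.

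Naip5 was higher and Naip6 lower in culture Z908 than in the other cultures. The sum of the Naip genes in Z908 was 632 CPM, within the range of the other 8 cultures (565.3 to 635). Reads shared between the paralogs, or a donor variant that moves reads from Naip6 to Naip5, are a candidate explanation that this sum leaves open.

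The response to TNF differed between m-ICc12 cells and SPF organoids in 7 genes with an adjusted p under 0.05 in edgeR's interaction test without the culture as a block, in 39 with it and in 46 with DESeq2. The number of 7 is that of 1 of the 84 splits of the samples, the real split included, and no other split gave any gene. Every other split mixes m-ICc12 cells and organoids within its groups, which widens the spread there. This rank therefore does not show a difference in response. The 7 genes may reflect a biological difference between a cell line and organoids, but the cell groups also differ in depth and in the number of cultures. When the SPF libraries were thinned to the lowest total of the m-ICc12 libraries, 91 genes had an adjusted p under 0.05, against 6 higher and 95 lower genes before, so that the lower number of 13 in m-ICc12 cells is not accounted for by library size. With 3 cultures the highest number in organoids was 23 (SR), with 22 in SE and 15 in GF, so that the difference from 13 cannot be told apart from the number of cultures.

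Alb stood at 597.2 CPM in the organoid library labelled untreated of culture Z908, a gene outside those the paper discusses. Of 18 liver markers, 17 were highest in this library. The sum of the markers was 2288 CPM there, 225.6 CPM in the other library of the culture, and at most 1251 CPM (median 484.1) in the other 16 organoid libraries. RNA from liver cells was tested first by the share of the summed CPM in that library, 20.16%, a low share because the sum is carried by Cyp3a11 in the other libraries. Marker by marker, the median share was 84.77%, a test added after the first. For a response to the treatment label, the sum was higher in the library labelled untreated in 5 of 9 cultures, a number carried by Cyp3a11 as well. For the 16 markers with at least 3 counts in a library of at least 4 of the other 8 cultures, a median of 62.5% of these cultures had the higher CPM in the library labelled untreated, from 25% for Cyp3a11 to 4 of 4 cultures for Mat1a, so that a response of single markers such as Ahsg (4 of 5) and Hpx (5 of 6) is not excluded. MEF replicate 2 had 168.2 CPM of these markers, against 1.448 and 3.299 in the other MEF libraries, and its marker values correlated with those of the Z908 library with r = 0.813 across markers, which are not independent. RNA from liver cells may therefore have entered both libraries, as a hypothesis found and tested on the same data.

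Lars2 took 13.46% of the counts of m-ICc12 replicate 1 labelled TNF-treated and 4.438% of those of replicate 3 with this label, against at most 0.6881% in the other 25 libraries, in data the paper does not discuss. Leaving it out kept 439 of the 445 genes past the paper's thresholds, a test with little room to come out otherwise, since TMM normalization trims extreme genes. Without m-ICc12 replicates 1, 2 or 3, 185, 275 or 212 of the 445 genes were shared, so that the calls depend on each culture. No biological explanation was tested.

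In all 18 organoid libraries, 7 genes separated the GF cultures from the SPF cultures (Amph, mt-Nd3, D16Ertd472e, Mid1, Wdfy1, Nnt and Adamtsl5), named after their values were seen. Of 84 ways to choose 3 of the 9 cultures, 6 gave as many separating genes (the real one included, highest 34), so that other groupings of the cultures give such a number too. The SR and the SE cultures were each separated by 2 genes. A strain or donor difference between facilities cannot be told apart from the germ-free state, as each facility holds 3 littermates.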

How the results depend on the processing

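The alternatives were set before the data were examined, except leaving Lars2 out of the counts, which was added after the data were seen. No explanation is offered below for a change, and the cause was not tested.

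Testing all genes with at least 1 count raised the genes past the paper's thresholds to 1488 in organoids (609 higher, 879 lower) and 1167 in SPF organoids (406 and 761). It gave 5 genes with an adjusted p under 0.05 between SR and SE, and correlations of responses of 0.252 (GF with SPF organoids) and 0.0913 (m-ICc12 with SPF organoids). With the culture as a block, 397 organoid genes had an adjusted p under 0.05. The paired m-ICc12 libraries deviated together with a mean r of only 0.0306, and with the block 39 genes (32 higher, 7 lower) differed in response from SPF organoids, the correlation of m-ICc12 with SPF organoids was 0.216, and the log2 fold change of Gsdme in the organoid TNF comparison reversed to −0.011.

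DESeq2 gave 21 genes (7 higher, 14 lower) between GF and SPF organoids, 8 (2 and 6) between SR and SE, 1 in the interaction of GF and SPF and 46 (36 and 10) in that of m-ICc12 cells, all with an adjusted p under 0.05. Its correlation of m-ICc12 with SPF organoids was 0.115, and Casp8 between organoids and m-ICc12 cells reversed to −0.036. With all 27 libraries in 1 fit, 26 genes (21 and 5) differed between GF and SPF organoids and 2 between SR and SE, and the correlation of GF with SPF organoids was 0.301.

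The correlations of GF and of m-ICc12 with SPF organoids were 0.252 and 0.0990 over all genes above background and 0.862 and 0.538 over genes with an adjusted p under 0.05. With the treatment exchanged within pairs, 1 gene differed between SR and SE, 3 cultures had their counterpart nearest, PC1 of the untreated libraries held 63.8%, and the median coefficients of variation were 21.2% (organoids), 19.1% (SR), 19.0% (SE), 18.9% (GF) and 21.9% (m-ICc12). With genes of at least 100 mean counts they were 21.5%, 19.8%, 18.0%, 19.9% and 16.6%.

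With CPM without log, 5 counterparts were nearest and 5 pairs were direct neighbours, the share between cultures was 86.9%, and PC1 and PC2 held 85.2% and 9.37% over all libraries and 68.1% and 17.5% over the untreated ones. Spearman's correlation gave 2 nearest counterparts. The 100 genes of highest variance gave a share between cultures of 53.6%, and PC1 and PC2 of 93.2% and 4.76% over all and 92.6% and 6.16% over untreated libraries. A prior count of 0.5 gave PC1 57.1% and 57.9%. Scaled genes gave 41.0% and 19.9% over all libraries and 43.8% for PC1 of the untreated ones.

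Leaving out each culture in turn, the genes past the thresholds in m-ICc12 cells ranged from 396 to 1001, and the genes with an adjusted p under 0.05 from 1 to 18 in the interaction of m-ICc12 cells, from 2 to 5 between GF and SPF organoids and from 0 to 35 between SR and SE (486 at an unadjusted p under 0.05 with all cultures). The correlations ranged from 0.236 to 0.423 (GF) and from 0.0883 to 0.160 (m-ICc12). With a culture of the same group left out, the coefficients of variation ranged from 24.2% to 26.2% (organoids), 17.7% to 21.6% (SR), 16.4% to 19.2% (SE), 19.1% to 21.1% (GF), 14.5% to 18.0% (m-ICc12) and 10.5% to 16.6% (MEFs). Within SR, SE, GF and m-ICc12 cells this leaves 2 cultures, and the ranges lie below the values with 3. With a culture of another group left out, they were at most 23.45% (SR), 21.37% (SE), 23.50% (GF), 18.81% (m-ICc12) and 15.89% (MEFs).

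Some log2 fold changes changed sign in these fits. In the organoid TNF comparison, Naip1 ranged from −0.021 to 0.067, Naip2 from −0.083 to 0.0097 and Gsdme from −0.075 to 0.21. In m-ICc12 cells, Casp1 (−0.66 with all cultures) ranged from −1.26 to 0.14 and Gsdme from −0.0047 to 0.71. Between GF and SPF organoids, Aim2 ranged from −0.58 to 0.52, Nlrp6 from −0.094 to 0.074, Naip1 from −0.22 to 0.031, Nlrc4 from −0.21 to 0.22, Casp1 from −0.12 to 0.053 and Casp8 from −0.032 to 0.15. Between organoids and m-ICc12 cells, Gsdme ranged from −0.055 to 0.47 and Casp8 from −0.032 to 0.051, and in the interaction of m-ICc12 cells Tnfaip3 ranged from −0.30 to 0.12.

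Of the other named genes, 6 became weaker and 1 stronger with DESeq2, 5 weaker and 1 stronger with the block, 6 weaker at the highest and 4 weaker and 1 stronger at the lowest of the values with a culture left out. The genes weaker with DESeq2 can include some whose p was missing and so counted as not called. Among the organoid TNF genes past the thresholds, 331 were shared with DESeq2, 332 without the filter, 317 with the facility as a covariate and 306 with all 27 libraries in 1 fit. The depth of 6071103 counts of m-ICc12 replicate 1 labelled TNF-treated limits the m-ICc12 comparisons at low expression, where the floor is 0.494 CPM.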

Differences from the paper's values

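The paper states that 5 organoid libraries clustered closest to their untreated counterpart. Here the 2 libraries of a culture were direct neighbours in the dendrogram in 3 cultures, and the counterpart was the library of highest correlation in 1. With CPM without log both were 5. For the highest correlation, the 100 genes of highest variance, a prior count of 0.5, DESeq2's size factors, Spearman's correlation and the exchanged treatment gave 1 to 3. For the direct neighbours, these alternatives and average linkage gave 2 or 3.

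The correlation of the responses of GF and SPF organoids in the paper is about 0.56 in Fig. 3a, read by eye, against Pearson's r of 0.393 here, and none of the alternatives set before the data were examined closed the gap. The paper's text gives the same number as an R², where R² was 0.155 here, and the nearest alternatives were 0.208 with the culture as a block and 0.744 over the genes with an adjusted p under 0.05.

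The paper's R² between m-ICc12 cells and SPF organoids is 0.206, against 0.0196 here, and none of the alternatives set before the data were examined closed the gap, the nearest being 0.290 over the genes with an adjusted p under 0.05. The correlation in Fig. 3b is about 0.21, read by eye, against r of 0.140 here. With the culture as a block r was 0.216, close to the paper's value. Over the genes with an adjusted p under 0.05 it was 0.538, above that value, and the other alternatives lay below it.

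The log2 ratios of the paper's Table S2 have the opposite sign to the log2 fold changes by label. They are 1.776 in the paper and −1.79 here for Nfkb2, 1.518 and −1.54 for Tnfaip3, 6.255 and −7.05 for C3, 1.476 and −1.49 for Relb, 1.674 and −1.70 for Casp4, 1.665 and −1.71 for Gsdmd, 2.643 and −2.66 for Nfkbia, 1.444 and −1.46 for Mreg, 2.57 and −2.59 for Cyba, 1.551 and −1.55 for Clca3b, and 1.159 and −1.16 for Tmem176b. For the liver markers Alb, Trf, Ahsg and Hpx they are 4.837, 4.106, 4.898 and 5.618 in the paper and −5.06, −4.40, −7.28 and −7.42 here. The fit with the culture as a block gave −1.91, −1.43, −5.64 and −5.72 for these markers. Their adjusted p in edgeR's test of that fit were 0.31, 0.42, 0.0031 and 9.1e-05. At the weakest, leaving out 1 culture gave −2.13, −1.37, −3.83 and −4.64, so that the size of these values depends on single cultures. With DESeq2, with the culture as a block and with any 1 culture left out, the sign stayed that found here. The treatment exchanged within pairs was not run for these genes, and it gives the paper's sign by construction.

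The paper describes Gsdme as undetected, where it was at 10.1 CPM in organoids labelled untreated and at similar levels in m-ICc12 cells and MEFs. It describes Casp4 and Gsdmd as raised by TNF, where both were lower in the libraries labelled TNF-treated. Their log2 fold changes of −1.70 and −1.71 are near the paper's 1.674 and 1.665 in size. Only the sign by label differs, as for the other TNF genes, so that this is not a separate difference. The paper places Il7 among the transcripts that part organoids from the cell lines, where Il7 had an adjusted p of 0.167 against m-ICc12 cells in edgeR's test of the libraries labelled untreated. In those labelled TNF-treated, it was at 0 to 0.446 CPM in organoids and at 4.10 to 7.49 CPM in m-ICc12 cells, without overlap. It describes inflammasome components as low or absent in m-ICc12 cells and MEFs, where Gsdmd was at 7.12 CPM in MEFs. In the m-ICc12 libraries labelled untreated, Casp4 was at 5.07 to 11.4, Naip2 at 4.01 to 9.44 and Casp1 at 4.13 to 8.74 CPM. Each was below all organoid libraries with this label, and Aim2 and Nlrp3 were at or under the floor in these m-ICc12 libraries.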

Other observations

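The tests of the label exchange, of TNF lowering its targets, of library size within pairs and of the splits below were chosen after the result was seen, and the test of depth for the nearest libraries was set before.

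The 4 TNF targets the paper names were lower in the library labelled TNF-treated in 12 of 12 pairs. With labels exchanged within pairs this is what would be seen. A response in which TNF lowers these genes goes against the paper's Table S2, whose log2 ratios correlate with the log2 fold changes by label at r = −0.924 across genes, which are not independent replicates. As Table S2 was computed from the same data set, this r restates the opposite signs and does not itself test such a response. The library labelled TNF-treated had the lower total in 5 of the 12 pairs, so that library size does not account for it. The names of the deposited data also differ from the labels on the treatment in each of the 12 pairs, which does not settle which of them is right. An exchange of the 2 labels remains a candidate explanation, as a hypothesis. If the labels are exchanged, the organoid and m-ICc12 libraries labelled untreated are those treated with TNF. The organoids compared with untreated MEFs would then have received TNF, as would those compared with m-ICc12 cells and between facilities.

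For 8 of the 9 organoid libraries labelled TNF-treated, the nearest library was that of Z912 with the same label. Depth was tested as the correlation of total counts with the mean correlation to the other libraries of that label, r = 0.643 (exact permutation test, p = 0.075, n = 9), with Spearman's rho of −0.0333 (exact permutation test, p = 0.948). Without 2 of these libraries Pearson's r was −0.0868, so that the positive r rests on them. Beyond these 2 libraries no rise with depth was seen. Depth was therefore not shown to account for it, and 9 libraries are too few to exclude it.

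Other splits of the samples were set against the real one, which is included in each number. For the organoid TNF comparison, 1 of 100 splits gave as many genes past the paper's thresholds and 1 of 100 as many with an adjusted p under 0.05, the highest other numbers being 273 and 44. In SPF organoids it was 1 of 32 splits (highest other 287), in GF organoids 1 of 4, and in m-ICc12 cells 2 of 4 (highest other 543), where 4 splits cannot give a share under 5%. The correlation of the responses of GF and SPF organoids was reached by 1 of 100 splits (highest other 0.385) and that of m-ICc12 cells and SPF organoids by 2 of 100 (highest other 0.146). Between organoids and m-ICc12 cells 1 of 100 splits, and between organoids and MEFs 1 of 100, gave as many genes (highest other 1840 and 1856). For GF against SPF organoids, 11 of 84 splits gave as many genes with an adjusted p under 0.05 (highest other 62, median of the others 0), so that 4 genes are more than most other groupings of these cultures give, but not so rare that the grouping by facility stands out. For SR against SE, where the count was 0 with 486 genes at an unadjusted p under 0.05, 10 of 10 splits gave as many (highest other 43). For the interaction of GF and SPF organoids, with 0 genes and 323 at an unadjusted p under 0.05, it was 84 of 84. Any split gives at least as many as a count of 0, so that these last 2 numbers tell nothing about the groupings.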
